# Somatic Donor Cell Type Correlates with Embryonic, but Not Extra-Embryonic, Gene Expression in Postimplantation Cloned Embryos

**DOI:** 10.1371/journal.pone.0076422

**Published:** 2013-10-16

**Authors:** Ryutaro Hirasawa, Shogo Matoba, Kimiko Inoue, Atsuo Ogura

## Abstract

The great majority of embryos generated by somatic cell nuclear transfer (SCNT) display defined abnormal phenotypes after implantation, such as an increased likelihood of death and abnormal placentation. To gain better insight into the underlying mechanisms, we analyzed genome-wide gene expression profiles of day 6.5 postimplantation mouse embryos cloned from three different cell types (cumulus cells, neonatal Sertoli cells and fibroblasts). The embryos retrieved from the uteri were separated into embryonic (epiblast) and extraembryonic (extraembryonic ectoderm and ectoplacental cone) tissues and were subjected to gene microarray analysis. Genotype- and sex-matched embryos produced by *in vitro* fertilization were used as controls. Principal component analysis revealed that whereas the gene expression patterns in the embryonic tissues varied according to the donor cell type, those in extraembryonic tissues were relatively consistent across all groups. Within each group, the embryonic tissues had more differentially expressed genes (DEGs) (>2-fold vs. controls) than did the extraembryonic tissues (*P*<1.0×10^–26^). In the embryonic tissues, one of the common abnormalities was upregulation of *Dlk1*, a paternally imprinted gene. This might be a potential cause of the occasional placenta-only conceptuses seen in SCNT-generated mouse embryos (1–5% per embryos transferred in our laboratory), because dysregulation of the same gene is known to cause developmental failure of embryos derived from induced pluripotent stem cells. There were also some DEGs in the extraembryonic tissues, which might explain the poor development of SCNT-derived placentas at early stages. These findings suggest that SCNT affects the embryonic and extraembryonic development differentially and might cause further deterioration in the embryonic lineage in a donor cell-specific manner. This could explain donor cell-dependent variations in cloning efficiency using SCNT.

## Introduction

Somatic cell nuclear transfer (SCNT) is a unique technology that produces a cloned animal from a single donor somatic cell nucleus. This technology is potentially promising for many practical applications in the fields of medicine and drug manufacturing, the animal industries and in conservation of genetic resources [1]. To achieve these goals, the somatic cell genomes should be precisely reprogrammed into the state seen in normally fertilized embryos: so-called totipotency. This prerequisite is quite different from that of other types of genomic reprogramming that give rise to a pluripotent state such as induced pluripotent stem (iPS) cell derivation or cell hybrid systems [2], [3]. Although pluripotent stem cells are undifferentiated cells that have the ability to differentiate into derivatives of all three primordial germ layers, they are somatic cells in a broad sense because they share some important characteristics in common with other somatic cells [4]. Conversely, for the achievement of totipotency the donor genome should be advanced beyond the epigenetic barriers that exist between the genomic states of the pre- and postimplantation embryo stages. This epigenetic barrier might comprise somatic cell type ‘memories’ such as large-scale or region-specific DNA methylation and repressive histone methylation, all of which are maintained in the somatic cell genome throughout life [4]. During the natural course of development, these somatic memories are erased or reprogrammed in primordial germ cells shortly after germline specification [5]. Therefore, most – if not all – of them cannot be reprogrammed sufficiently within the cytoplasm of mature oocytes in the course of conventional SCNT procedures. This probably constitutes one of the major obstacles associated with mammalian SCNT. Indeed, it has been reported that preimplantation cloned SCNT-derived embryos are prone to several epigenetic abnormalities such as global DNA hypermethylation [6], satellite repeat DNA hypermethylation [7], [8] and histone methylation [9], which are thought to be legacies from the somatic cell genome.

The presence of such epigenetic abnormalities related to insufficient or erroneous reprogramming in SCNT-derived embryos has prompted researchers to investigate their gene expression profiles in depth. For bovine and mouse embryos, microarray technology in conjunction with linear amplification of mRNA from individual embryos has been employed extensively to clarify the gene expression patterns specific to SCNT [10]–[13]. Thus, the gene expression patterns of bovine SCNT-derived blastocysts closely resembled those of naturally fertilized embryos, indicating that the bovine clones underwent genomic reprogramming efficiently [11]. By contrast, SCNT-derived mouse blastocysts revealed a number of dysregulated genes when compared with genotype- and sex-matched control embryos. Interestingly, two independent groups reported an overlapping set of commonly dysregulated genes across different donor cell types, especially on the X chromosome [12], [13]. Furthermore, gene knockout experiments confirmed that most (about 80–85%) of the downregulated genes could be attributable to ectopic expression of *Xist*, a gene responsible for X chromosome inactivation [12]. Another defined defect found specifically in mouse SCNT-derived blastocysts was a remarkable repression of the *Magea* and *Xlr* gene clusters, localized in chromosomal regions XqF3 and XqA7.2–7.3, respectively [12]. These regions are within genomic blocks enriched with dimethylation of histone H3 at lysine 9 (H3K9me2) [14], an epigenetic state that is responsible for gene silencing and that establishes a local heterochromatin domain.

Despite the abnormal epigenetic and gene expression profiles described above, many mouse SCNT-derived embryos reach the blastocyst stage and subsequently undergo implantation [15]–[17], as shown by a decidualized endometrium with occasional remnants of invading blastocysts [18]. However, immediately after implantation most start to show developmental arrest and a series of SCNT-specific abnormal phenotypes [16]–[18]. Our knockdown experiments using *Xist*-specific short interfering (si) RNA indicated that many of the developmental failures during the early postimplantation period could be rescued by correction of aberrant *Xist* expression before implantation [19]. However, such siRNA-treated embryos and even *Xist* knockout embryos still show higher incidences of developmental failure and of SCNT-specific abnormal phenotypes such as placental development lacking a fetus and placental hyperplasia (unpublished data). Therefore, there must be some *Xist*-independent mechanisms that affect the postimplantation development of SCNT-derived embryos. To gain better insight into this etiology, here we analyzed the genome-wide gene expression profiles of embryonic day (E)6.5 mouse postimplantation embryos cloned from three different cell types (cumulus cells, neonatal Sertoli cells and fibroblasts). As we inferred in our previous papers, ectopic *Xist* expression in SCNT-derived embryos is a consequence of the discrepancy of *Xist* regulation between somatic cells and early embryos, but is not a result of abnormal genomic reprogramming. Therefore, we expected that by using *Xist* gene knockout we could narrow the gene expression profiles that might more exactly reflect the cell type-specific reprogramming pattern at the time of SCNT. Therefore, in this study we generated cloned embryos of both sexes from *Xist* knockout donor cells. Embryos retrieved from the uteri of recipient foster mothers were separated into the embryonic (epiblast) and extraembryonic (extraembryonic ectoderm and ectoplacental cone) tissues and the data were compared with those from genotype- and sex-matched control embryos produced by *in vitro* fertilization (IVF).

## Materials and Methods

### Animals

C57BL/6N (B6), DBA/2 and (C57BL/6N × DBA/2)F1 (BDF1) strains of mice were purchased from Japan SLC, Inc. (Shizuoka, Japan) and ICR mice were purchased from CLEA Japan, Inc. (Tokyo, Japan). For somatic cell nuclear donors, heterozygous *Xist* knockout mice [20] from a BDF1 background were produced by crossing heterozygous *Xist* knockout B6 female mice with DBA/2 male mice [12]. All mice were maintained under specific-pathogen-free conditions and were housed under controlled lighting conditions (light: 0700–2100). All animal experiments described here were approved by the Animal Experimentation Committee at the RIKEN Tsukuba Institute and were performed in accordance with the committee's guiding principles.

### Collection of recipient oocytes

Eight- to 10-week-old BDF1 females were induced to superovulate by injections of 7.5 IU of pregnant mare serum gonadotropin (Sankyo, Tokyo, Japan) and 7.5 IU of human chorionic gonadotropin (hCG; Sankyo) at an interval of 48–50 h. Mature MII oocytes were collected from the oviducts 15 h after hCG injection and released from cumulus cells by treatment with 0.1% bovine testicular hyaluronidase (Merck Millipore Japan, Tokyo, Japan) in potassium simplex optimized medium (KSOM).

### Preparation of donor cells

All three types of nuclear donor cells (cumulus cells, neonatal Sertoli cells and fibroblasts) were prepared from heterozygous *Xist* knockout mice with a BDF1 genetic background (see above). Cumulus cells were collected from cumulus–oocyte complexes of superovulated adult female mice after treatment with KSOM containing 0.1% hyaluronidase. Neonatal Sertoli cells were prepared as a testicular suspension as described [19], [21]. In brief, testes of 1- to 9-day-old male mice were treated with 0.1 mg/ml collagenase (Sigma-Aldrich, St. Louis, MO, USA) for 30 min at 37°C followed by 0.2 mg/ml trypsin (Sigma-Aldrich) for 5 min at 37°C. The dissociated testicular cells were washed and suspended with phosphate-buffered saline (PBS) containing 4 mg/ml bovine serum albumin (Merck Millipore Japan) and used for injection. Fibroblasts were prepared from adult female tail-tip tissues as described [22]. Pieces of tail-tip tissue were placed on the bottom of culture dishes and cultured in Dulbecco's modified Eagle's medium (DMEM) containing 10% fetal bovine serum (FBS) at 37°C in a humidified atmosphere of 5% CO_2_ in air for 1–2 weeks until the fibroblasts expanded and became confluent.

### SCNT

Nuclear transfer from cumulus or neonatal Sertoli cells was carried out using a Piezo-driven micromanipulator (PMM-150FU, Prime Tech Ltd., Ibaraki, Japan) as described [21], [23]. Briefly, recipient oocytes collected from BDF1 female mice were enucleated in Hepes-buffered KSOM containing 7.5 µg/ml cytochalasin B (Merck Millipore Japan). Thereafter, the donor cumulus or Sertoli cell nuclei were injected into enucleated oocytes. Fibroblast nuclear transfer was performed by electrofusion of donor cells with enucleated oocytes [22]. A single fibroblast was inserted into the perivitelline space of the enucleated oocyte. Fusion was induced by a DC pulse of 1800 V/cm for 10 microseconds with pre- and postpulse AC (300 V/cm, 2 MHz, 30 seconds each) using ECM200 (BTX, San Diego, CA, USA) in 300 mM mannitol containing 0.1 mM MgSO_4_ and 0.1 mg/ml polyvinyl alcohol. After 1 h culture in KSOM, the reconstructed oocytes were activated with 3 mM SrCl_2_ for 1 h and cultured in KSOM containing 5 µg/ml cytochalasin B for 5 h. They were further cultured in KSOM for 12–18 h until they reached the 2-cell stage. BDF1 embryos generated by conventional IVF were used as controls.

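Gene expression at the blastocyst stage was measured on 14 arrays, each hybridized with RNA of 1 sample. The samples were 4 cumulus cell-derived clones made by cell fusion (fusion clones), 4 made by nuclear injection (injection clones), and 3 male and 3 female IVF-derived control embryos. Cumulus cells are the somatic cells that surround the ovulated oocyte, so clones made from them are female. In cell fusion, the membrane of the donor cell is merged with that of the enucleated oocyte, whereas in nuclear injection the nucleus is placed inside with a pipette. The sample labels give the stage as E4.0. The amplified RNA was labeled with Cy3 and hybridized to Agilent whole mouse genome arrays, on which the brightness of a probe in 1 color stands for the level of its transcript. The authors deposited the intensity of each spot from the Feature Extraction software, with the background subtracted within the array but without normalization between arrays. Each array held 43379 spots of 41174 gene probes. The share of spots well above background was 57.5% to 62.2% on the arrays of the fusion clones (median 60.2%) and 59.8% to 65.2% on those of the injection clones (median 62.2%). It was 58.9% to 61.3% for the male (median 60.9%) and 58.5% to 60.8% for the female IVF-derived embryos (median 60.7%). Arrays have no read depth, and their number per group limits the precision of every comparison. Each of the 4 groups lay on a slide of its own. All clones were scanned on the same scanner and processed with version 10.5.1.1 of the software, whereas all IVF-derived samples were scanned on another scanner and processed with version 9.5.3.1. Slide and group therefore cannot be told apart in any comparison. The paper's methods name a quintile normalization, and here the processed signals of the 14 arrays were quantile-normalized, set to a floor of 16, converted to log2 and averaged over the spots of a probe. The floor was chosen after the values had been seen, because 6790 to 9981 gene spots per array of the IVF-derived samples had a processed signal below 0. Following the filter in the methods, a probe entered a comparison when it was well above background on at least 1 array of the groups compared.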

To determine whether the method of nuclear transfer (microinjection or membrane fusion) could cause differences in the transcriptomes of SCNT embryos, in a preliminary study we reconstructed embryos with cumulus cell nuclei either by injection or fusion and compared their gene expression profiles by microarray. 

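The profiles of the 8 clones were compared over the 34283 probes that were well above background on at least 1 of the 14 arrays. The Pearson correlation between fusion clones was 0.963 ± 0.00503 (mean and SD over 6 pairs of arrays), and that between injection clones was 0.960 ± 0.00461 (6 pairs). Across the methods, a fusion and an injection clone correlated at 0.960 ± 0.00442 (16 pairs). These correlations are across probes, which are not independent replicates, and pairs share arrays. The mean correlation within a method exceeded that between the methods by 0.00129. A difference as large arose in 2 of the 35 splits of the 8 arrays into 4 and 4, the real one included (one-sided exact permutation test, p = 0.0571, the smallest p this design allows being 0.0286). Adjusted over the 4 separations tested, p was 0.0761 by Benjamini-Hochberg. With the authors' deposited table of log2 values centred on each probe, the difference was 0.0355 with an exact permutation p of 0.0286. Centring takes out the level of each probe, so the size of 0.0355 cannot be compared with that of 0.00129. A clone and an IVF-derived embryo correlated less, with means from 0.920 for fusion clones and female embryos to 0.932 for injection clones and male embryos.

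**Figure D1:**
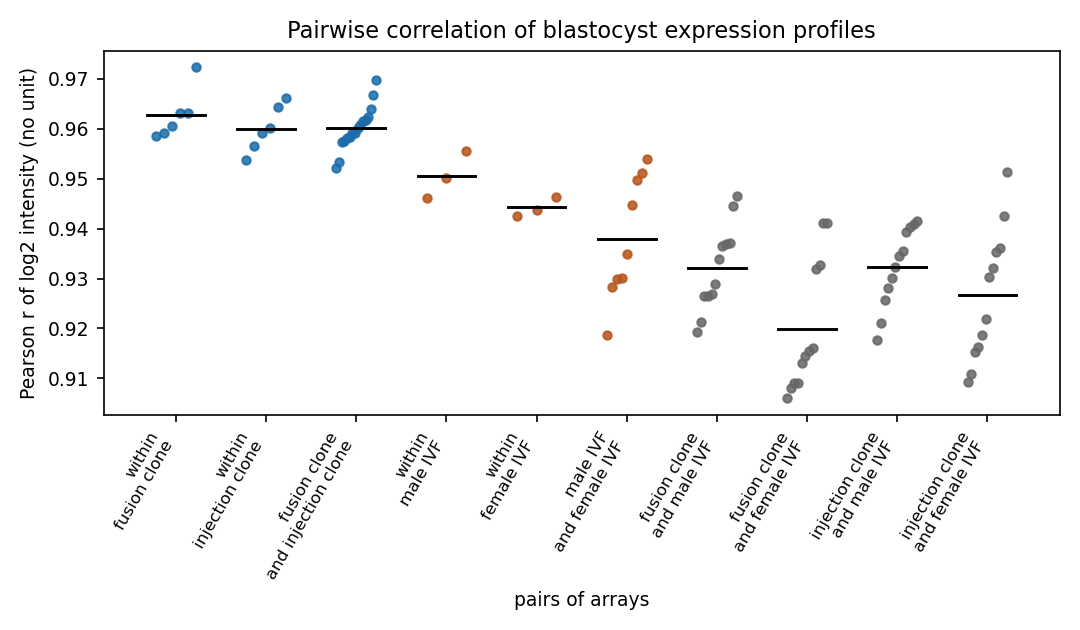
Pearson correlation (no unit) of log2 intensities over 34283 probes for each pair of arrays, grouped by the groups of the pair. Points are pairs and black lines are means; pairs of clones (blue) lie between 0.952 and 0.972 whether or not they share the method, pairs of IVF-derived embryos (orange) between 0.919 and 0.956, and pairs of a clone and an IVF-derived embryo (gray) between 0.906 and 0.951.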

As shown in Figure S1 in File S1, the global gene expression patterns of both SCNT groups were indistinguishable. Although we confirmed this only with cumulus cell-derived clones, this result indicates that the differences in transcriptomes among the donor cell type groups in this study most likely reflected the genomic reprogrammability specific for the donor cell type rather than technical factors during the SCNT procedure.

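In limma's moderated test with Benjamini-Hochberg adjustment, 0 of 32303 probes differed between fusion and injection clones at an adjusted p below 0.05, and the smallest adjusted p was 0.218. Without adjustment, 1993 probes had p below 0.05, where 1615 would be expected by chance. At the threshold of the paper's methods, an unadjusted 5% level and a 2.0-fold filter, 769 probes differed, of which 410 were higher and 359 lower in fusion clones. Of the 35 splits of the 8 arrays into 4 and 4, 2 gave at least that many, the real one included. The other 34 splits gave 423 to 921 probes with a median of 566. The absolute difference between the methods had a median of 0.25 on the log2 scale, and 91.9% of the probes differed by less than 2-fold. A floor of 1 in place of 16, chosen after the values had been seen, moved the count most, to 11 probes at an adjusted p below 0.05 and 1311 at the threshold of the methods. The 3 probes with the smallest p all had an adjusted p of 0.218 in limma's test. The probe that the files name NAP123484-1 was lower in fusion clones by a log2 difference of -1.17 (standard error 0.11), with 5.88 ± 0.08 (SD, n = 4) against 7.05 ± 0.18 (SD, n = 4). Olfr59, an odorant receptor gene on chromosome 11, differed by -1.30 (standard error 0.13), with 4.29 ± 0.14 (SD, n = 4) against 5.60 ± 0.20 (SD, n = 4). The transcript AK081649 was not well above background on any array of the injection clones and was at least 2.12-fold higher in fusion clones. It was called in limma's test on the authors' deposited log2 values (adjusted p = 0.0124), with the floor of 1 (adjusted p = 0.000953) and with all 4 groups in one fit (adjusted p = 0.0273), and its adjusted p reached 0.852 with a floor of 32. On simulated arrays with the means and spreads of these probes, limma's test recovered 8.2% of 200 probes changed 2-fold, 41.3% of those changed 4-fold and 60.9% of those changed 8-fold. Most 2-fold differences were therefore not detectable with 4 arrays per method. From the comparison of the methods in Figure S1 in File S1, the paper reasons that the transcriptome differences among its donor cell type groups most likely came from the donor cell type and not from the transfer procedure, while noting that only cumulus cell-derived clones were compared.

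**Figure D2:**
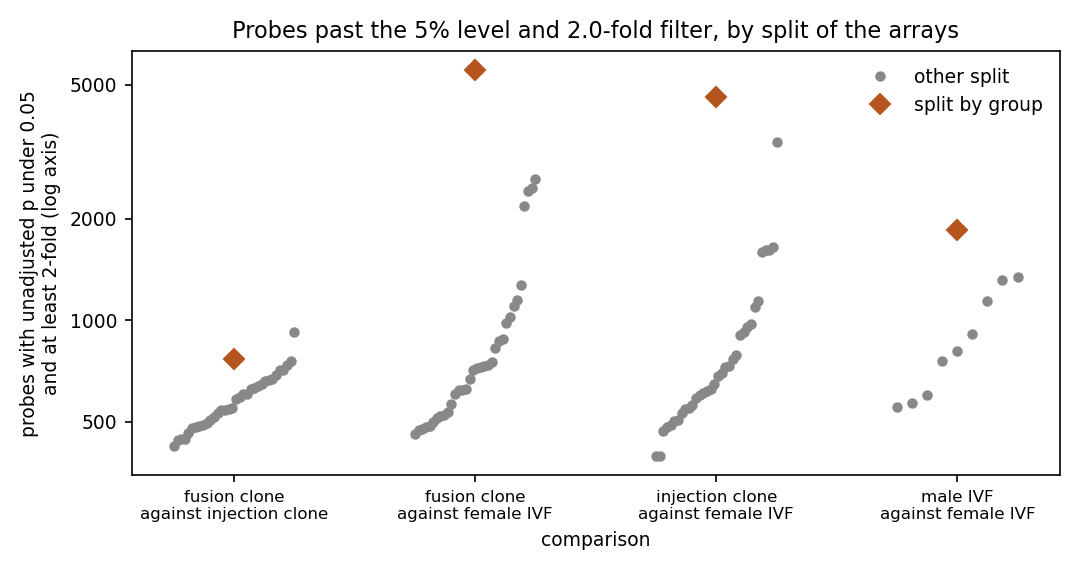
Number of probes (log axis) with an unadjusted p below 0.05 and at least a 2-fold difference, for the split by group (diamonds) and for each other split of the same arrays into groups of the same sizes (gray points). For fusion against injection clones, the split by group gave 769 probes and the other splits 423 to 921, whereas for fusion clones against female IVF-derived embryos it gave 5533 and the other splits at most 2633.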

### Embryo transfer and recovery

Embryos that reached the 2-cell stage were transferred into the oviducts of ICR recipient mice at day 1 of pseudopregnancy (the day a copulatory plug was observed after mating with a vasectomized male mouse). On day 7 of pregnancy, corresponding to E6.5, the implanted embryos were recovered carefully from the uteri and isolated from decidua using fine forceps and a needle under a dissecting microscope. After incubation in PBS with 0.25% pancreatin and 0.05% trypsin for 10 minutes at 4°C, embryos were transferred to DMEM containing 10% FBS and then the visceral endoderm layer was detached from epiblast or extraembryonic ectoderm by being gently aspirated through a mouth pipette several times. Thereafter, the epiblast was separated from the extraembryonic ectoderm using a fine tungsten needle [24]. Isolated epiblasts or extraembryonic regions (extraembryonic ectoderm and ectoplacental cone) were subjected to microarray gene analyses.

### Gene microarray

Microarray analyses for gene expression were performed as described [12], [19]. Total RNA was extracted with TRIzol (Life Technologies Japan Ltd., Tokyo, Japan) from epiblasts or extraembryonic regions derived from single embryos and subjected to linear amplification using TargetAmp Two-Round Aminoallyl-aRNA Amplification Kits (Epicentre Biotechnologies, Madison, WI, USA). Amplified RNA was labeled with Cy3 dye (GE Healthcare UK Limited, Buckinghamshire, England) and hybridized to a whole mouse genome oligo DNA microarray (4×44 K, Agilent Technologies, Palo Alto, CA, USA) for 17–18 h at 65°C. The scanned images of microarray slides were processed using Feature Extraction software 10.5.1.1 (Agilent Technologies).

### Quantitative reverse transcription polymerase chain reaction (qPCR)

Total RNA was isolated using ISOGEN (Nippon Gene, Toyama, Japan) from embryonic and extraembryonic tissues of the E6.5 embryos. First-strand cDNA was synthesized using a SuperScript III First-Strand Synthesis System (Invitrogen, Life Technologies, Carlsbad, CA, USA) with random hexamer primers. All qPCR runs were performed using QuantiTect SYBR Green PCR kits (QIAGEN, Hilden, Germany) and ABI Prism 7900HT Sequence Detection System (Applied Biosystems, Inc., Foster City, CA, USA) with a condition of 40 cycles of 95°C for 20 s, 60°C for 20 s and 72°C for 20 s, following a denaturation step at 95°C for 10 min. Primers used are listed in Table S1.

### Statistical analysis

Statistical analyses of microarray data were performed using Gene Spring GX 12.5 software (Agilent Technologies). All raw data were subjected to quintile normalization. To reduce background noise, the genes of a microarray flagged with “not detected,” both in the SCNT and control samples, were removed from the data set. Consequently, about 30000 genes (probes) (27662 to 32001 out of 41267) were used for the statistical analysis (see Results). Normalized values were analyzed by moderated *t* tests with a 5% significance level and a 2.0-fold filter was applied to identify differentially expressed genes (DEGs) between SCNT-derived embryo samples and sex- and tissue-matched IVF-derived control samples. Microarray data were MIAME (Minimum Information About a Microarray Experiment) compliant and have been deposited in the GEO public database (GSE49173) (http://www.ncbi.nlm.nih.gov/geo/). Other statistical analyses are indicated in the text as appropriate.

## Results

### Validation of the mechanical isolation of embryonic and extraembryonic tissues by specific marker genes

The SCNT-derived embryos analyzed in this study are listed in Table 1. They were collected from the uteri at E6.5 (Figure 1A left) and were dissected into four parts: epiblast (EPI), extraembryonic (EXE), visceral endoderm (VE) and ectoplacental cone (EPC) (Figure 1A right). For subsequent analyses, the EPI part was treated as an embryonic sample and a mixture of EXE and EPC was treated as a pooled extraembryonic sample. The VE part was not used in this study. To validate the quality of the mRNA samples, we first checked the expression levels of markers for the embryonic and extraembryonic lineages. By comparing raw signal intensities, *Pou5f1* (also called *Oct4*), *Nanog*, *Fgf5*, *Nodal* and *Cripto* genes, which are expressed dominantly in the epiblast [25]–[27], showed high expression levels in the embryonic samples, while they were almost at the background level in the extraembryonic samples (Figures 1B and S2 in File S1). Conversely, *Cdx2*, *Elf5*, *Fgfr2*, *Plet1* and *Gjb5*, which are predominantly expressed in extraembryonic tissues [25], [28]–[29], showed a high level of expression in the extraembryonic samples, but not in the embryonic samples (Figures 1B and S2 in File S1). The ubiquitously expressed *Pgk1* gene was stably detected in both tissues (Figure 1B). These results confirm that there was no cross-contamination between the embryonic and extraembryonic samples. The results also suggest that these lineage marker genes might not be severely affected by the SCNT procedure, at least at the postimplantation stage.

**Figure 1:**
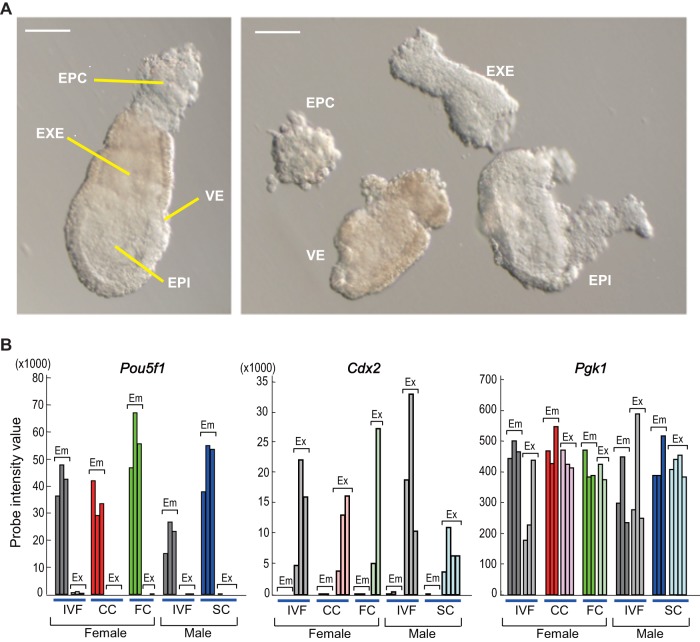
Preparation and validation of the samples. (**A**) Embryos were retrieved at E6.5 (left) and dissected into four parts (right). EPC, ectoplacental cone; VE, visceral endoderm; EXE, extraembryonic ectoderm; EPI, epiblast. Scale bar  = 100 µm. B) Raw signal values of *Pou5f1* (left), *Cdx2* (center) and *Pgk1* (right) genes extracted from microarray data. *Pou5f1* and *Cdx2* were detected exclusively in the embryonic and extraembryonic samples, respectively, while *Pgk1* was detected in both samples. These results confirmed the accuracy of sample preparation from the embryonic and extraembryonic tissues. Em, embryonic samples; Ex, extraembryonic samples; IVF, samples from *in vitro* fertilized control embryos; CC, cumulus cell-derived clone; FC, fibroblast-derived clone; SC, Sertoli cell-derived clone. See Figure S2 for further validation by several other marker genes.

**Table 1:** List of samples from E6.5 cloned embryos analyzed by microarray.

Donor cell type	Sex	Number of samples	
		Embryonic	Extraembryonic
Cumulus cells (CC)	Female	3	3
Tail-tip fibroblasts (FC)	Female	3	2
Neonatal Sertoli cells (SC)	Male	3	4
Control (IVF)	Female	3	3
Control (IVF)	Male	3	3

CC, cumulus cell-derived clone; FC, fibroblast-derived clone, SC: Sertoli cell-derived clone; IVF, *in vitro* fertilization-derived control embryos.

### Donor-specific gene expression pattern in the embryonic but not extraembryonic tissues

We performed principal component analysis (PCA) to determine how the gene expression patterns were affected by the donor cell genome. For the embryonic tissues, the expression profiles could be clearly separated into three donor cell groups (squares in Figures 2 and S3 in File S1). This suggests that their impaired expression patterns represented epigenetic information derived from the donor cells, which remained after implantation. However, in extraembryonic tissues, the PCA plots were much closer to each other than those of embryonic samples, indicating much less variability in their expression profiles among the donor cell types (triangles in Figures 2 and S3 in File S1).

**Figure 2:**
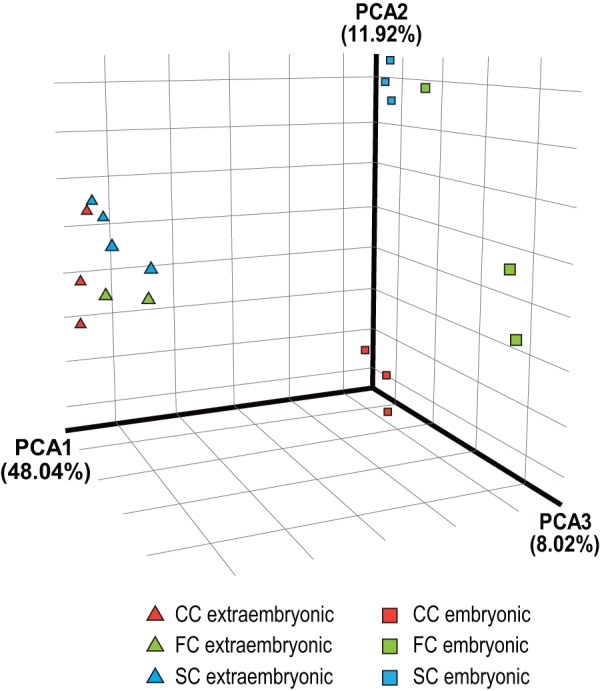
Principal component analysis (PCA) of global gene expression profiles. Visualization of gene expression similarities of samples clearly distinguishes donor cell-specific clusters of the embryonic samples (squares) from a donor cell-independent (i.e., SCNT-specific) overlapping cluster of extraembryonic samples (triangles). Red, green and blue represent cumulus cell-derived clone, fibroblast-derived clone and neonatal Sertoli cell-derived clone samples, respectively. Only the SCNT groups are presented based on the relative distance from the corresponding sex- and tissue type-matched IVF-derived control embryos. The result of conventional PCA, in which all IVF-derived samples were analyzed concomitantly, is shown in Figure S3.

### Embryonic tissues showed more gene expression aberrations than extraembryonic tissues

In the next analysis, we extracted DEGs between cloned and IVF-derived control embryos (cutoff: 2-fold). The extraembryonic samples contained fewer DEGs (272 to 529 genes, respectively) compared with embryonic samples (901–4642 genes) in all of the donor cell types (*P*<1.0×10^–26^ within the same donor cell group; Chi-squared test with Yates' correction; Figure 3A). This suggests that a large proportion of aberrant gene expression must be corrected precisely in extraembryonic tissues during or after implantation because our previous study showed that more than 1000 genes were different in blastocyst stage embryos [12]. We then looked at highly up- or downregulated genes side-by-side based on the fold change to evaluate quantitative changes in more detail (Figure 3B). In embryonic tissues, most of the DEGs were upregulated, whereas they were downregulated in extraembryonic tissues; moreover, this tendency was reinforced in genes with higher fold changes in all donor cell types. In other words, highly upregulated genes were more frequently found in embryonic tissues and highly downregulated genes were more frequently found in extraembryonic tissues. Taken together, these data suggest that gene expression dynamics were modulated actively in cloned extraembryonic tissues during and after implantation, although donor nuclear-derived aberration remained in the embryonic tissues.

**Figure 3:**
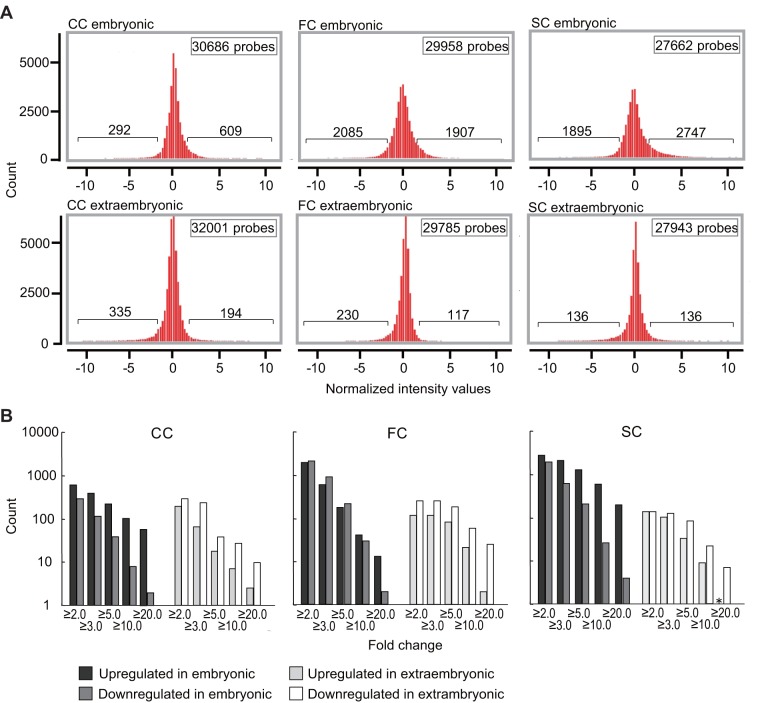
Fold change analysis of gene expression profiles of embryonic and extraembryonic samples. Fold change analysis with a cutoff of f >2 identified the number of differentially expressed genes (DEGs) in SCNT-derived samples compared with IVF-derived controls. (**A**) Histogram showing the distribution of DEGs classified by the relative values compared with the IVF-derived controls. The embryonic samples included more DEGs (901–4642) than the extraembryonic samples (272–592). This tendency is depicted by the narrower and higher distribution patterns of the extraembryonic samples. (**B**) The cumulative numbers of up- and downregulated DEGs shown side-by-side based on fold changes. Dark and light bars represent up- and downregulated DEGs, respectively. In the embryonic tissues, large fold changes occurred predominantly with the upregulated DEGs, whereas in the extraembryonic tissues such changes occurred with the downregulated DEGs. *No corresponding gene.

### The expression levels of large organized chromatin K9 modification (LOCKs)-related genes were indistinguishable between IVF- and SCNT-derived embryos

We next examined the expression patterns more specifically for some genes based on the results of microarray studies using SCNT-derived blastocysts. We and other groups have demonstrated previously that two discrete groups of genes are suppressed in mouse SCNT-derived blastocysts in a *Xist*-independent manner. These are the *Magea* and *Xlr* gene clusters, localized in chromosomal regions XqF3 and XqA7.2–7.3, respectively [12]. These regions are within the blocks called LOCKs, enriched with H3K9me2 [14]. The *Magea* and *Xlr* genes were actively transcribed in IVF-derived blastocysts, but became shut down in embryonic stem (ES) cells [12]. As expected, in the embryonic tissues from both IVF- and SCNT-derived samples, the *Magea* and *Xlr* genes were strongly repressed to the basal level (Figure 4). Expression of *Magea* genes (e.g., *Magea5*, *Magea3* and *Magea6*) was also repressed in the extraembryonic tissues, so there was no difference between the control and SCNT-derived embryos (Figure 4). By contrast, *Xlr* genes (e.g., *Xlr4b*, *Xlr3c*, *Xlr5a* and *Xlr5c*) were expressed in both IVF- and SCNT-derived embryos, indicating that the expression of *Xlr* had recovered in SCNT-derived embryos after implantation (Figure 4). *Asz1*, another LOCK gene on chromosome 6 [12], [13], showed patterns very similar to *Magea* (Figure 4).

**Figure 4:**
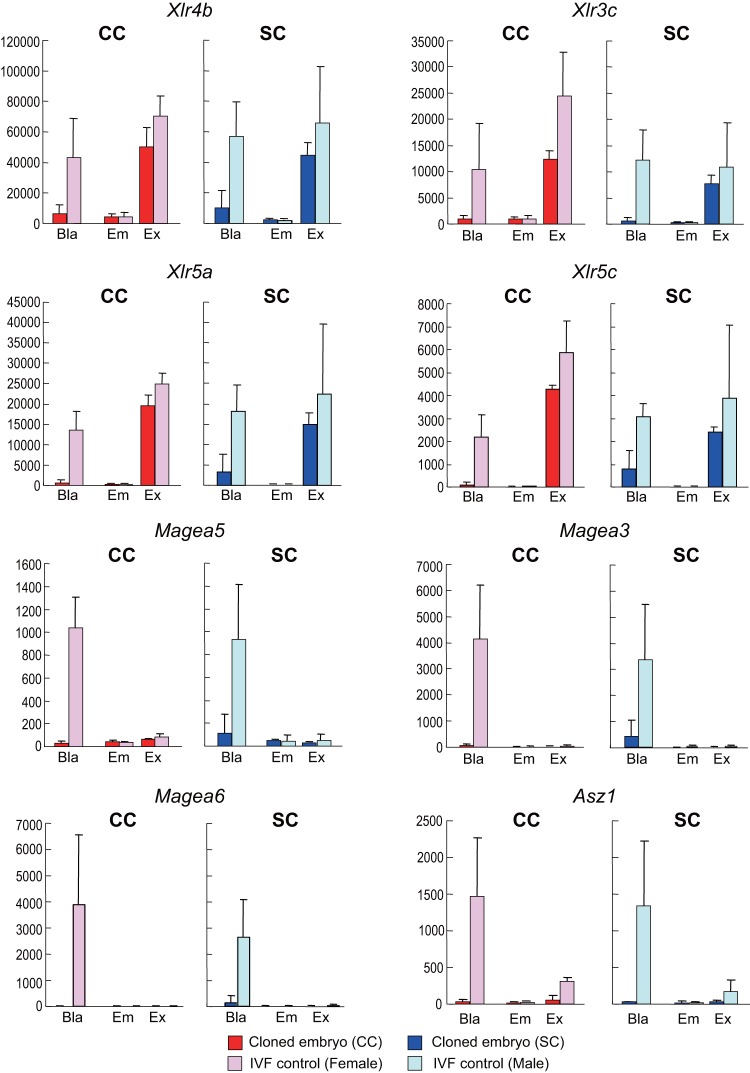
Expression of LOCKs-related genes in SCNT-derived embryos. Raw intensity values of LOCKs-related genes at E3.5 (blastocysts) and E6.5. The data set at E3.5 was from a previous study [12] (accession number: GSE23181). At E3.5, all the LOCKs genes examined were strongly repressed in SCNT-derived blastocysts compared with those in control IVF-derived blastocysts. At E6.5, after implantation, the genes were downregulated in the embryonic tissue and no significant differences were found between the SCNT- and IVF-derived embryos. By contrast, in the extraembryonic tissues, *Xlr* genes (e.g., *Xlr4b*, *Xlr3c*, *Xlr5a* and *Xlr5c*) remained active after implantation and in the SCNT-derived samples the expression levels were restored to nearly normal. Bla, blastocysts; Em, embryonic samples; Ex, extraembryonic samples; CC, cumulus cell-derived clone; SC, Sertoli cell-derived clone.

### Consistent upregulation of *Dlk1* in the SCNT-derived embryonic tissues

To determine the key genes responsible for SCNT-specific abnormalities, we examined the overlap among three different SCNT donor cell groups. As shown in Figure 5, we found that there was minimal overlap between the groups. In the embryonic tissues, only three and one genes were shared by the upregulated and downregulated DEG sets, respectively (Figure 5A). Similarly, only four and one genes were shared by the upregulated and downregulated DEG sets, respectively, in the extraembryonic tissues (Figure 5B). We then examined whether these common DEGs had any functions in embryonic or extraembryonic development (listed in Figure 5). One of the most plausible genes in the abnormal development of SCNT-derived embryos is *Dlk1*, which was commonly upregulated in embryonic tissues. This is a paternally imprinted gene that plays an essential role in embryonic development [30]. The same expression pattern, namely a significant upregulation of *Dlk1* in the embryonic tissues and no significant dysregulation of other imprinted genes in the same cluster in either tissue, was also found by qPCR analysis (Figure S4 in File S1).

**Figure 5:**
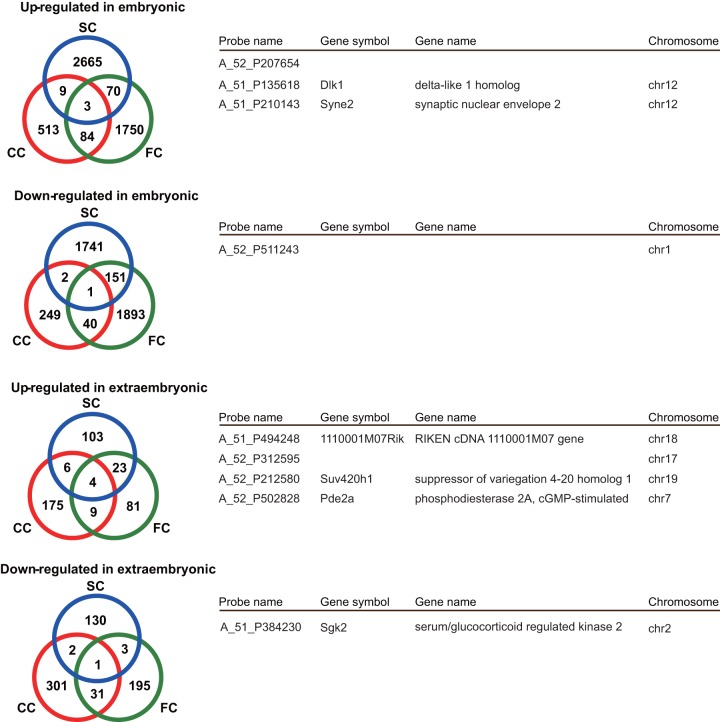
Overlapping DEGs among the three SCNT groups. (**A**) Venn diagrams of the DEGs identified in Figure 3 (fold change >2.0), showing the numbers of shared and unique DEGs among three different SCNT groups. There were very few DEGs shared with all three groups in both embryonic and extraembryonic tissues. (**B**) List of overlapping DEGs among the three SCNT groups. A complete list of DEGs is shown in Table S2.

Among the five common DEGs in the extraembryonic tissue, there were no candidate genes that could account for the abnormal placental development in SCNT-derived embryos. We assumed that this might have arisen, at least in part, from unexpectedly high variations in the expression profiles in the control IVF-derived extraembryonic tissues. It is known that SCNT-derived placentas at early to midgestation stages are characterized by a decrease in undifferentiated diploid cells and an increase in trophoblastic giant cells [16], [18]. We then examined the expression levels of some genes essential for early placentation. As expected, *Cdx2*, *Esrrb*, and *Eomes*, which are expressed in undifferentiated extraembryonic tissues [31], [32], showed tendencies for decreased expression (Figure 6). *Tpbpa*, a marker for diploid trophoblast cells [31] and *Cited1*, a regulator of trophoblast layer formation [33], were also downregulated (Figure 6). By contrast, *Hand1*, which is known to be related to giant cell formation [34], seemed upregulated with a significant difference in the Sertoli cell group (Figure 6). We also noted that two imprinted genes, *Gab1* (unpublished data) and *Ascl1* (also called *Mash2*) [35], were upregulated (Figure 6). The complete list of DEGs with at least a 2-fold change in SCNT-derived embryos compared with control embryos is shown in Table S2.

**Figure 6:**
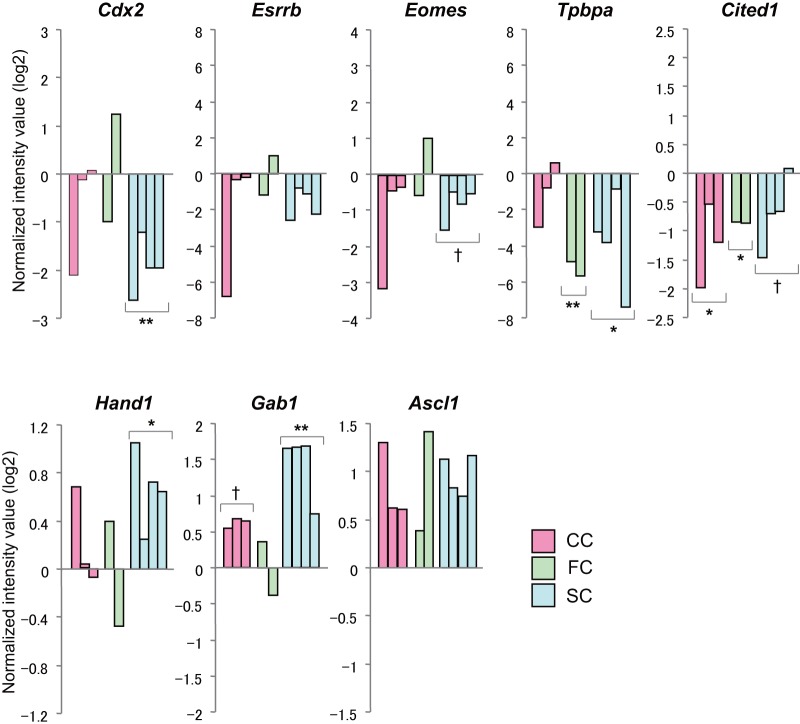
Expression levels of genes important for early placentation. Genes important for maintenance of undifferentiated trophoblast cells (*Cdx2*, *Esrrb* and *Eomes*) were downregulated while those essential for differentiation into giant cells (*Hand1*) were upregulated. * *P*<0.05, ** *P*<0.01 (compared with the corresponding IVF-derived controls). “†” indicates a tendency for down- or upregulation, but not with a statistical significance (*P*<0.10).

## Discussion

It is very common that abnormal phenotypes appear predominantly after implantation following SCNT cloning in mammals. The present study was undertaken to determine whether there were any SCNT-specific aberrations in gene expression shortly after implantation that might explain such abnormal phenotypes. There have been many studies analyzing gene expression profiles in SCNT-derived embryos before implantation in different species, including mice, cattle and pigs [10]–[13], [36]. However, because of the complexity of the structure of postimplantation embryos and the technical difficulty in retrieving them intact from uteri, the precise gene expression profiles of SCNT-derived embryos shortly after implantation remain largely ill defined. In this study, for the first time we have performed DNA microarray analysis of early postimplantation SCNT-derived embryos, providing data on the embryonic and extraembryonic tissues separately. This success could be attributed to the technological precision and appropriate analytical approaches we employed. We mechanically separated the conceptuses into two parts: embryonic and extraembryonic tissues. This was confirmed by the discrete expression of genes specific to each component (Figures 1 and S2 in File S1). Besides this technical precision, another point that made this study biologically meaningful was the use of *Xist* knockout mice as nuclear donors. As we have shown previously, the *Xist* gene when expressed ectopically in mouse SCNT-derived embryos causes a global dysregulation of many development-related genes [12]. Using heterozygous *Xist* knockout mice as donors, the birth rates increased to about 10%, reflecting extensive correction of the global gene expression patterns [12]. The ectopic expression of *Xist* was probably caused by the lack of a *Xist*-repressing epigenetic imprint in the donor genome, but not by reprogramming errors within the recipient ooplasm [4]. Therefore, we expected that exclusion of the effect of excessive *Xist* from the microarray analysis would help towards better understanding of SCNT-associated abnormalities from the viewpoint of genomic reprogramming errors.

One of the interesting findings in this study was the differential responsiveness of embryonic and extraembryonic tissues to SCNT. As clearly demonstrated by PCA (Figure 2), genes in the embryonic tissues showed donor-specific expression patterns, whereas those in the extraembryonic tissues showed an SCNT-specific pattern independent of the donor cell type. This finding is consistent with previous histological observations of cloned conceptuses at E10.5 [18]. At this stage, when formation of the hemochorial placentation is complete, the cloned placentas displayed defined histological patterns reﬂecting their stages of developmental arrest. The most notable abnormality was the poor development of the spongiotrophoblast layer of diploid cells. By contrast, complex structural abnormalities are manifold in embryonic tissues at this time and all or at least some organs were affected by SCNT. It is known for mouse SCNT technology that cloning efficiency can vary with the donor cell type despite there being no correlation between the birth rate and the differentiation status of donor cells [4]. Therefore, it is possible that the gene expression pattern of the embryonic lineages, rather than that of the placental lineages, might be a better predictive parameter for the outcome of mouse SCNT cloning. This assumption is supported by another finding that the number of DEGs in the embryonic tissue was consistently greater than in the extraembryonic tissues in all three groups of clones analyzed. Taken together, we speculate that genomic reprogramming or reorganization of nuclear integrity during implantation – if any – might occur more extensively in the extraembryonic rather than the embryonic lineages. This could have resulted in mitigation of the donor-specific reprogramming errors in the placentas. Consistent with this hypothesis, the extraembryonic tissue of the postimplantation cloned embryos restored expression of the *Xlr* family genes, which are strongly repressed at the blastocyst stage in a *Xist*-independent manner [12], [13].

Here we sought to identify the genes responsible for placental abnormalities associated with mouse SCNT. It is known that cloned mouse placentas are characterized by hypoplasia of diploid trophoblastic cell layers in early stages and hyperplastic trophoblast cell proliferation in later stages [16], [18], [37], [38]. In this study, we obtained several informative results that could explain the poor development of SCNT-derived placental tissues at early postimplantation stages. Although not classified as DEGs common to all SCNT groups, genes important for the maintenance of undifferentiated trophoblast cells (*Cdx2*, *Esrrb* and *Eomes*) [31], [32] and diploid trophoblast cells (*Tpbpa*) were downregulated, while those essential for differentiation into giant cells (*Hand1*) [34] were upregulated. These gene expression patterns indicate that the early SCNT extraembryonic compartments might have a defect in maintaining their undifferentiated status. It would be interesting to determine the upstream mechanisms that govern this SCNT-specific placental dysfunction at early postimplantation stages.

In contrast to the poor placentation at earlier stages, cloned placentas at term are typically two or three times larger than normal, primarily because of extraordinarily enlarged spongiotrophoblast and glycogen cell layers [37], [38]. Attempts have been made to identify the genes or gene networks involved in the development of placentomegaly by analyzing the global gene expression profiles of enlarged placentas with different etiologies such as those produced by SCNT, by interspecies mating and by using *Esx1* mutants [39], [40]. However, no strong candidate genes were found to be commonly dysregulated among these abnormal placentas. It is possible that multiple genes with different degrees of downregulation might concomitantly cause placental hyperplasia following SCNT, and this would hamper the identification of responsible genes by simple microarray analysis.

Our statistical analysis for DEGs common to three SCNT groups identified *Dlk1* as one of the upregulated genes in the embryonic tissue of the SCNT-derived conceptuses. This finding was confirmed by our qPCR analysis (Figure S4 in File S1). *Dlk1* is one of the imprinted genes in the *Dlk1*–*Dio3* cluster on 12qF1. This cluster consists of at least three paternally expressed protein-coding genes (*Dlk1*, *Rtl1* and *Dio3*) and four maternally expressed noncoding RNAs (*Gtl2*, *Anti-Rtl1*, *Rian* and *Mirg*) [41]. In this study, we failed to find dysregulation of imprinted genes other than *Dlk1* in this cluster (e.g., *Gtl2* and *Dio3*). This might have been because of their relatively lower expression levels at early postimplantation stages [42]. It is interesting to note that the expression pattern of these imprinted genes might serve as a marker of mouse iPS cells with the full potential to generating offspring [43], [44]. This finding suggests that this imprinted gene cluster is prone to aberrant genomic reprogramming and might critically compromise the development of the embryonic proper in both iPS-derived and SCNT-derived embryos. Consistent with this, we have observed that the placenta-only conceptuses found at term in SCNT experiments are frequently associated with loss of imprinting of the *Dlk1*–*Dio3* cluster and aberrant expression of imprinted genes in this cluster including *Dlk1* and *Gtl2* (unpublished data). Indeed, overexpression of *Dlk1* is known to have deleterious effects on embryonic development [45], although in one case, mice were viable even when expressing a bacterial artificial chromosome transgene encompassing *Dlk1* [46]. This imprinted cluster region may be the next target for the improvement of efficiency in SCNT because treatment with ascorbic acid (vitamin C) prevented loss of imprinting in this region in mouse iPS cells [47]. By contrast, many of the other common DEGs did not seem to be related to developmental processes. These genes might have been sorted from about 30,000 genes analyzed as a result of random (stochastic) variations in gene expression.

The present study was undertaken under defined genetic conditions in terms of the genotypes of the donor cells (B6D2F1), the recipient oocytes for nuclear transfer (B6D2F1) and the recipient females for embryo transfer (ICR). Such availability of strains with defined genetic backgrounds is one of the biggest advantages of the use of laboratory mice as models, although it does not always ensure that results can be extrapolated to mammals in general. The set of strains we used has been recognized to be standard in mouse SCNT experiments since the first birth of cloned mice in 1998 [23]. It is known that there is an apparent strain dependency in the efficiency of mouse cloning by SCNT, probably because of differences in the reprogrammability (or plasticity) of the genomes. The presence of the 129 strain genome in the donors has significantly increased the birth rates of clones from different cell types so far examined [4], [48]. Interestingly, this is the only inbred strain that supports full-term embryonic development at a practical level and develops cloned placentas of the normal size and structure [48], [49]. It will be interesting to identify the sets of genes responsible for the SCNT-associated phenotype – low birth rates and placental abnormalities – by comparing the gene expression profiles of early postimplantation SCNT-derived embryos.

## Supporting Information

File S1 **File containing supporting figures S1–S4.** Figure S1. Comparative global gene expression analysis between the two SCNT methods. Principle component analysis (PCA) clearly shows that global gene expression profiles of cumulus cell-derived clones generated by cell fusion (purple) or nuclear injection (red) were not distinguishable. 

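The settings of the PCA are not given in the paper's text, and here log2 values were centred on each probe without scaling. The first component held 28.9% and the second 12.3% of the variance over the 14 arrays. On linear intensities the share of the first component was 50.5%, the largest move among the alternatives. Fusion clones lay between 74.2 and 93.2 on the first component (mean 81.5 ± 8.63, SD, n = 4), and injection clones between 18.9 and 85.0 (mean 62.7 ± 30.0, SD, n = 4). This difference did not exceed the spread between replicates (two-sided exact permutation test, p = 0.286). With the authors' deposited log2 values the difference on the first component passed that test (exact permutation p = 0.0286). Injection clone 4 was at 18.9, and the other injection clones were between 68.2 and 85.0. On the second component, fusion clones lay between -19.4 and 13.8 and injection clones between 20.2 and 38.5, without overlap (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). That test was chosen after the plot had been seen. It is 1 of 8 tests over the components and comparisons, and its exact p adjusted by Benjamini-Hochberg was 0.0763. On linear intensities the exact permutation p was 0.343, and with any single injection clone left out it was 0.0571. Both clone groups lay apart from the IVF-derived embryos on the first component, where male embryos were between -102.0 and -44.8 and female embryos between -137.4 and -81.1.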

Dark- and light-gray circles represent male and female IVF-derived control embryos, respectively. Figure S2: Expression of epiblast and extraembryonic markers (continued from Figure 1). The bar graph shows raw signal values of epiblast maker genes (*Nanog*, *Fgf5* and *Nodal*) and extraembryonic marker genes (*Krt7*, *Phlda2* and *Dnmt3L*) extracted from the microarray data. *Nanog*, *Fgf5* and *Nodal* were detected significantly in embryonic tissues, but were scant in extraembryonic samples: *Krt7*, *Phlda2* and *Dnmt3L* showed the opposite pattern. Em, embryonic samples; Ex, extraembryonic samples; IVF, control samples from *in vitro* fertilized embryos; CC, cumulus cell-derived clone; FC, fibroblast-derived clone, SC: Sertoli cell-derived clone. Figure S3: PCA of global gene expression profiles with an equivalent analysis of IVF-derived embryos (continued from Figure 2). As shown in Figure 2, gene expression similarities of embryonic samples (red, blue and green) are clearly distinguishable according to the donor cell type, while clusters of extraembryonic samples (pink, light blue and light green) overlap each other. Red, blue and green represent the embryonic samples of cumulus cell-derived clone (CC), fibroblast-derived clone (FC) and neonatal Sertoli cell-derived clone (SC) samples, respectively. Pink, light blue and light green represent the extraembryonic samples of CC, FC and SC samples, respectively. Figure S4: Quantitative reverse transcription polymerase chain reaction (qPCR) for genes in the *Dlk1–Dio3* imprint region. Gene expression levels between cumulus cell-derived clones (CC) and IVF-derived control samples were compared by qPCR. In a similar fashion to Figure 5, *Dlk1* gene expression was upregulated in embryonic samples of CC (*P* = 0.018 by one-sided Student's *t* test), though not in extraembryonic samples. There were no significant differences between the CC and IVF-derived control samples in the *Gtl2*, *Dio3* and *Rian* genes. Each dot represents the expression level relative to the *Gapdh* gene. Bars represent the means of samples in the same group.
(PDF) Click here for additional data file.

Table S1 **Primer list for qPCR.**
(XLSX) Click here for additional data file.

Table S2 **Overlapping DEGs among the three SCNT groups.**
(XLS) Click here for additional data file.

# Supplementary material for: Somatic Donor Cell Type Correlates with Embryonic, but Not Extra-Embryonic, Gene Expression in Postimplantation Cloned Embryos
**Source:** PLoS One. 2013 Oct 16;8(10):e76422. doi: 10.1371/journal.pone.0076422
**Supplement:** File S1 — File containing supporting figures S1–S4. Figure S1. Comparative global gene expression analysis between the two SCNT methods. Principle component analysis (PCA) clearly shows that global gene expression profiles of cumulus cell-derived clones generated by cell fusion (purple) or nuclear injection (red) were not distinguishable. Dark- and light-gray circles represent male and female IVF-derived control embryos, respectively. Figure S2: Expression of epiblast and extraembryonic markers (continued from Figure 1). The bar graph shows raw signal values of epiblast maker genes (Nanog, Fgf5 and Nodal) and extraembryonic marker genes (Krt7, Phlda2 and Dnmt3L) extracted from the microarray data. Nanog, Fgf5 and Nodal were detected significantly in embryonic tissues, but were scant in extraembryonic samples: Krt7, Phlda2 and Dnmt3L showed the opposite pattern. Em, embryonic samples; Ex, extraembryonic samples; IVF, control samples from in vitro fertilized embryos; CC, cumulus cell-derived clone; FC, fibroblast-derived clone, SC: Sertoli cell-derived clone. Figure S3: PCA of global gene expression profiles with an equivalent analysis of IVF-derived embryos (continued from Figure 2). As shown in Figure 2, gene expression similarities of embryonic samples (red, blue and green) are clearly distinguishable according to the donor cell type, while clusters of extraembryonic samples (pink, light blue and light green) overlap each other. Red, blue and green represent the embryonic samples of cumulus cell-derived clone (CC), fibroblast-derived clone (FC) and neonatal Sertoli cell-derived clone (SC) samples, respectively. Pink, light blue and light green represent the extraembryonic samples of CC, FC and SC samples, respectively. Figure S4: Quantitative reverse transcription polymerase chain reaction (qPCR) for genes in the Dlk1–Dio3 imprint region. Gene expression levels between cumulus cell-derived clones (CC) and IVF-derived control samples were compared by qPCR. In a similar fashio

Figure S1

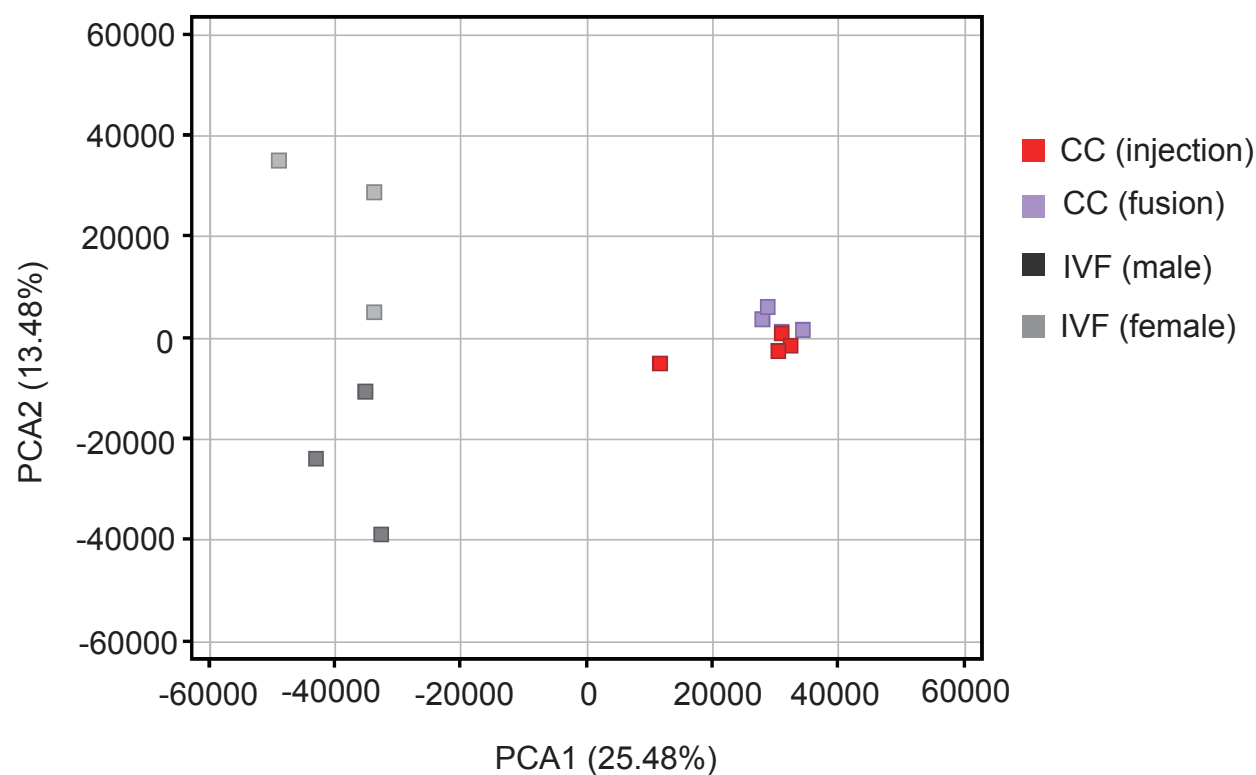

**Figure S1. Comparative global gene expression analysis between the two SCNT methods.** Principle component analysis (PCA) clearly shows that global gene expression profiles of cumulus cell-derived clones generated by cell fusion (purple) or nuclear injection (red) were not distinguishable. Dark- and light-gray represent male and female IVF-derived control embryos, respectively.

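Fusion and injection clones were also compared over classes of genes listed before the data were examined. In limma's fry test of 6 lists, none differed between the methods at an adjusted p below 0.05, the adjusted p being 0.529 for every list. The median log2 difference, fusion minus injection, was -0.15 over 13 probes of epiblast genes, 0.14 over 18 probes of trophectoderm genes and 0.37 over 20 probes of primitive endoderm genes. It was 0.01 over 94 probes of imprinted genes and 0.05 over 17 probes of cumulus cell genes. The tested *Magea* and *Xlr* genes gave -0.66 over 12 probes, with 10 of them lower in fusion clones. Without injection clone 3 the latter median was 0.30. Adjusted over the list alone, 2 probes of imprinted genes were called in limma's test and 0 of the other lists. Both were probes of *Gnas*, lower in fusion clones by log2 differences of -0.94 and -0.89 (limma adjusted p over the list alone, 0.0191 and 0.0235), singled out after their values had been seen, while other *Gnas* probes well above background on most clone arrays gave 0.27 and -0.62. A median as far from 0 arose in 6 of the 35 splits for trophectoderm genes and in 11 or more for each of the other lists, the real split included. Under limma's camera test with its preset correlation, the smallest adjusted p was 0.133. The level of X-linked relative to autosomal genes was read on each array as the median log2 value of 478 X-linked probes minus that of 15582 autosomal probes, all well above background on every array. It was 0.12 ± 0.15 (SD, n = 4) in fusion clones and 0.07 ± 0.30 (SD, n = 4) in injection clones, a difference of 0.04 that was within the spread between replicates (two-sided exact permutation test, p = 0.857).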

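The sex of each group was checked with genes of the sex chromosomes. The probes of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were not well above background on any array of the female IVF-derived embryos or the clones. In male IVF-derived embryos, *Ddx3y* had a log2 value of 13.87 ± 0.27 (SD, n = 3) and *Eif2s3y* of 13.36 ± 0.54 (SD, n = 3), at least 935-fold and 655-fold above female embryos. These bounds set the dim side to the lowest signal among probes well above background. *Kdm5d*, named Jarid1d in the files, was at 8.41 ± 0.74 (SD, n = 3), and *Uty* was well above background on 2 of the 3 male arrays. *Xist*, read by the brightest of its 4 probes, was at 12.77 ± 0.65 (SD, n = 3) in female and 5.02 ± 1.39 (SD, n = 3) in male embryos. In the clones it was at 13.72 ± 1.29 (SD, n = 4) after fusion and 14.71 ± 0.67 (SD, n = 4) after injection. Between male and female embryos, 19 of 32046 probes passed an adjusted p of 0.05 in limma's moderated test, and 1854 passed the threshold of the methods. No other of the 10 splits of these arrays into 3 and 3 gave as many of either, but 3 against 3 cannot give a share below 0.1. The deviations of same-numbered male and female arrays from their group means correlated at 0.108 to 0.128, which does not establish a pairing. With the replicate number as a block, limma's test gave 0 probes at an adjusted p below 0.05 and 2116 at the threshold of the methods. The block leaves less data to estimate the spread, so the lost calls do not speak for a pairing. Without male embryo 2 the unblocked count was 1, and without male embryo 1 it was 39. Male and female embryos separated by 0.00951 in mean correlation (one-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The 8 clones separated from the 6 IVF-derived embryos by 0.0264, more than under any of the other groupings of the 14 arrays (one-sided exact permutation test, p = 0.000333, the smallest of 3003 groupings). Against female embryos alone the clones separated by 0.0358 (one-sided exact permutation test, p = 0.00606, the smallest of 165 groupings). No clone shared a slide or scanner with an IVF-derived embryo, so neither test tells cloning from an array batch.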

Figure S2

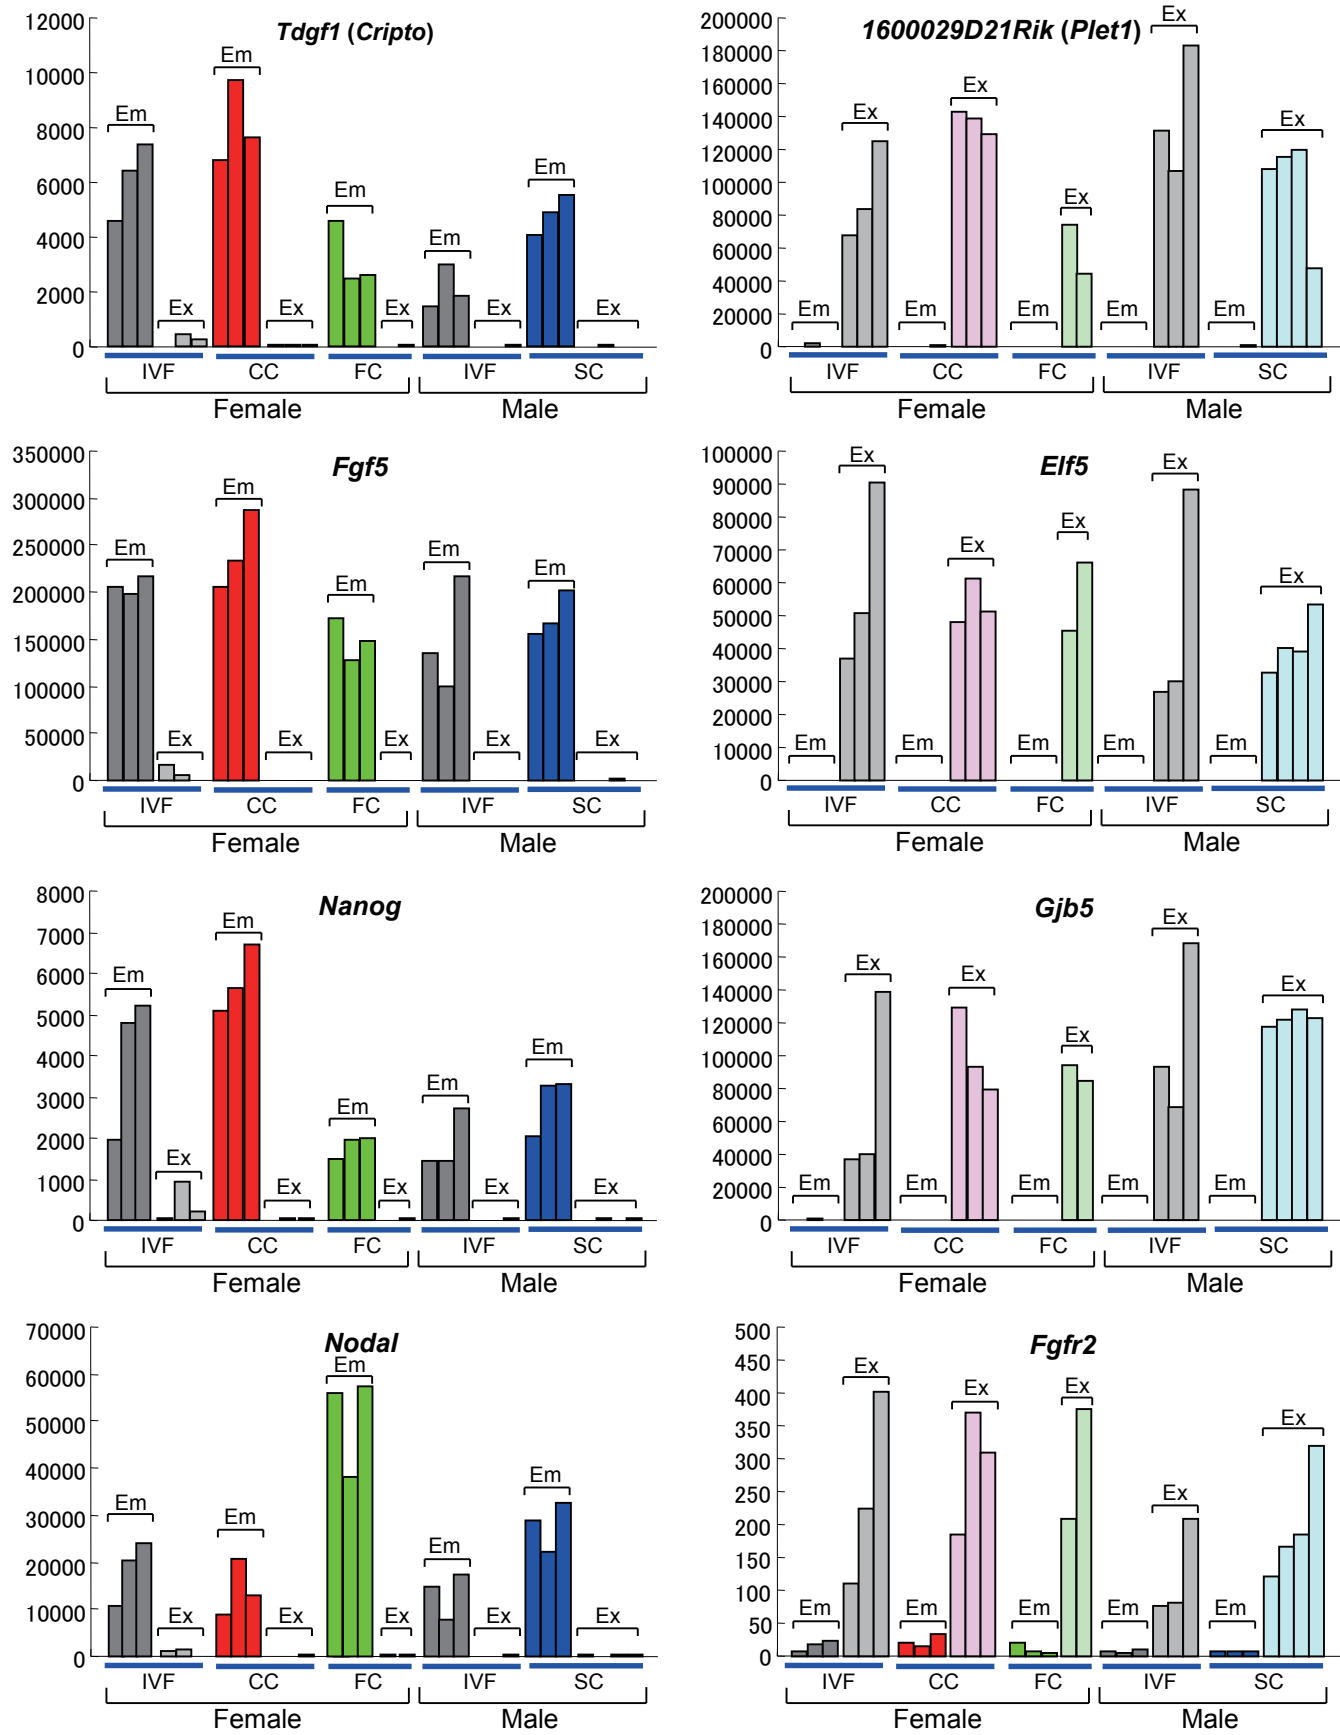

**Figure S2. Expression of epiblast and extraembryonic markers (continued from Figure 1).** The bar graph shows raw signal values of epiblast maker genes (*Nanog*, *Fgf5* and *Nodal*) and extraembryonic marker genes (*Krt7*, *Phlda2* and *Dnmt3L*) extracted from the microarray data. *Nanog*, *Fgf5* and *Nodal* were detected significantly in embryonic tissues, but were scant in extraembryonic samples: *Krt7*, *Phlda2* and *Dnmt3L* showed the opposite pattern. Em, embryonic samples; Ex, extraembryonic samples; IVF, control samples from *in vitro* fertilized embryos; CC, cumulus cell-derived clone; FC, fibroblast-derived clone, SC: Sertoli cell-derived clone.

Figure S3

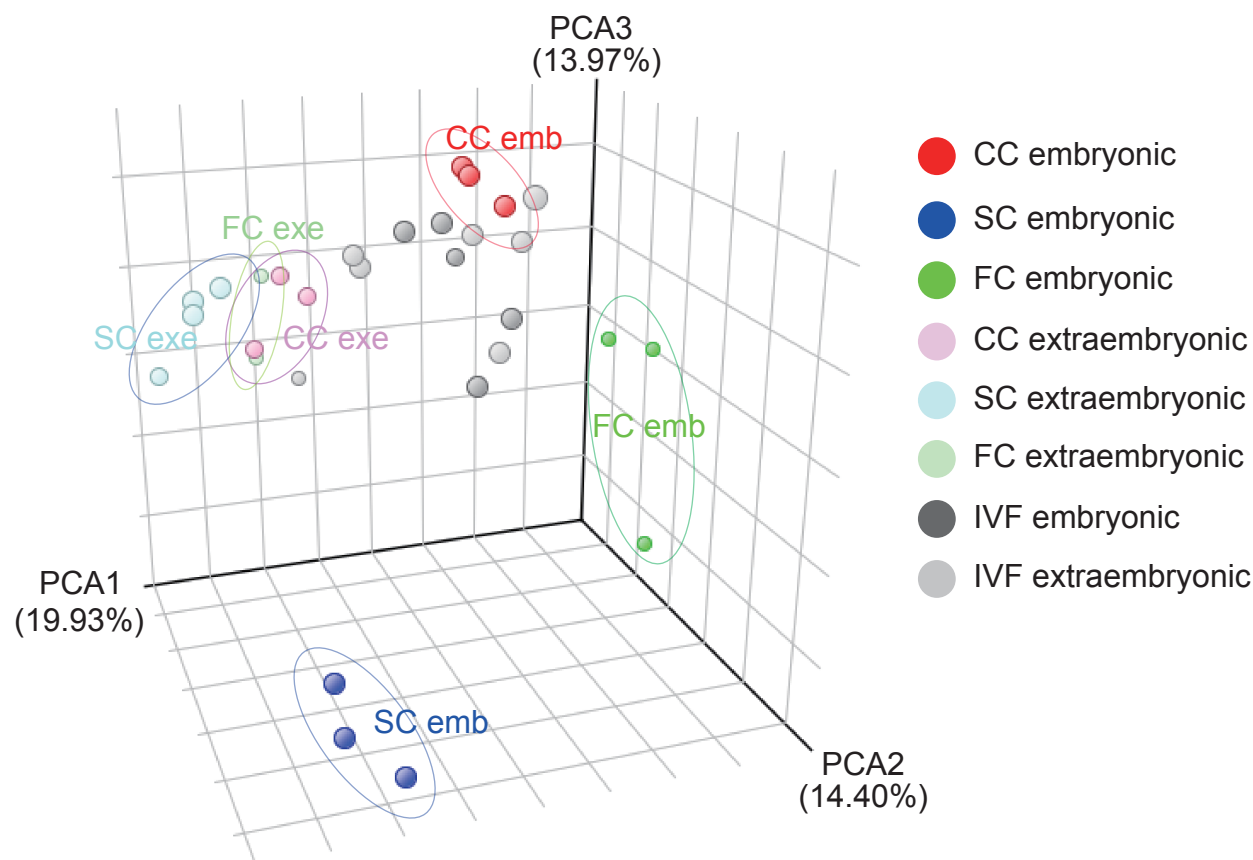

**Figure S3. PCA of global gene expression profiles with an equivalent analysis of IVF-derived embryos (continued from Figure 2).** As shown in Figure 2, gene expression similarities of embryonic samples (red, blue and green) are clearly distinguishable according to the donor cell type, while clusters of extraembryonic samples (pink, light blue and light green) overlap each other. Red, blue and green represent the embryonic samples of cumulus cell-derived clone (CC), fibroblast-derived clone (FC) and neonatal Sertoli cell-derived clone (SC) samples, respectively. Pink, light blue and light green represent the extraembryonic samples of CC, FC and SC samples, respectively.

Figure S4

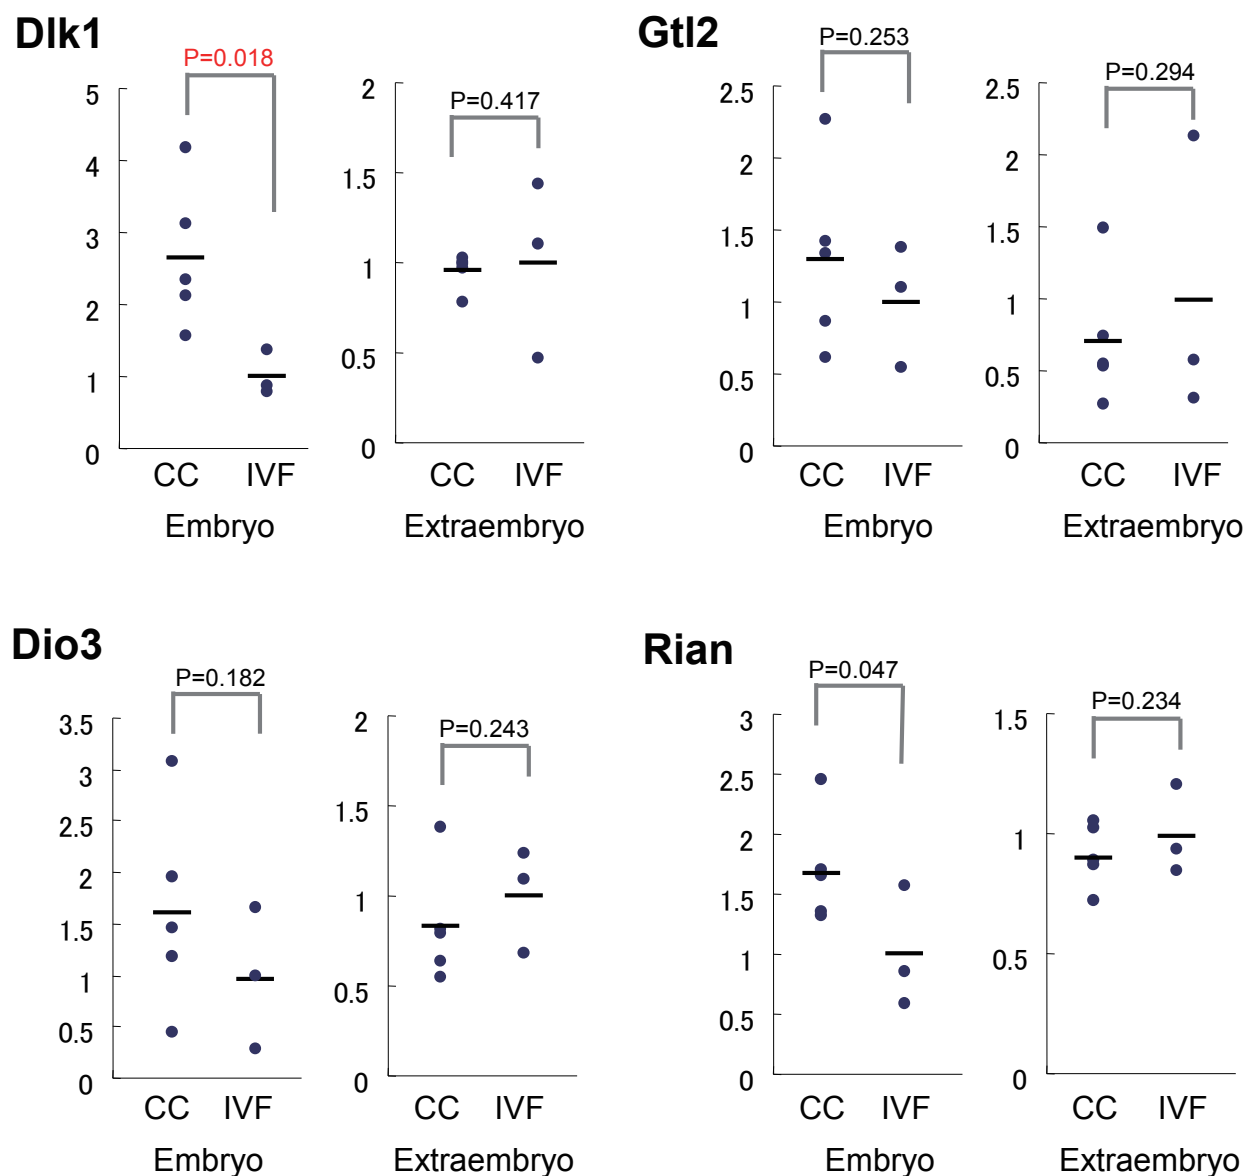

**Figure S4. Quantitative reverse transcription polymerase chain reaction (qPCR) for genes in the *Dlk1–Dio3* imprint region.** Gene expression levels between cumulus cell-derived clones (CC) and IVF-derived control samples were compared by qPCR. In a similar fashion to Figure 5, *Dlk1* gene expression was upregulated in embryonic samples of CC ( $P = 0.018$  by one-sided Student’s  $t$  test), though not in extraembryonic samples. There were no significant differences between the CC and IVF-derived control samples in the *Gtl2*, *Dio3* and *Rian* genes. Each dot represents the expression level relative to the *Gapdh* gene. Bars represent the means of samples in the same group.

How the deposited data were processed for this re-analysis (not part of the article)

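Total RNA of 14 blastocyst samples was measured on 1-color Agilent whole mouse genome arrays, with 4 fusion clones, 4 injection clones, 3 male and 3 female IVF-derived embryos. The samples were assigned to groups and replicate numbers from their labels, which match the groups and group sizes drawn in Figure S1. The stage, E4.0, is in the labels only. The arrays behind the E6.5 results of the paper were not analysed here.

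The authors deposited, for each array, the scanner output of the Feature Extraction software. It gives the processed intensity of each spot after background subtraction and correction for trends across the array, the raw median intensity of the spot and of its local background, and marks for spots well above background, saturated or unlike their pixels or replicates. The intensities are on a linear scale and were not normalized between arrays. The clone arrays came from version 10.5.1.1 and hold no processed intensity below 0, whereas the IVF arrays came from version 9.5.3.1 and hold negative values for dim spots. The authors also deposited a table of log2 values of the same arrays, which differ from the log2 processed intensities by a shift per array and a centre per probe, and are not quantile-normalized. No column of it was left unused (0 columns without a sample).

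The 1639 control spots were left out of the tests, and spots marked as outliers (101 to 338 per array) were set to missing. Saturated spots were kept, and there was 1 in all. Processed intensities were quantile-normalized over the 14 arrays, set to a floor of 16, converted to log2 and averaged over the spots of a probe. Including controls, the array has 41267 probe names, the number of probes stated in the paper's methods. Gene names were taken from the files and from a RefSeq gene table of GRCm38.p6, in which 33493 of 41174 gene probes (81.3%) had a match by accession, symbol or older symbol. The table also gave the chromosomes, and genes are named by its symbol, with the name in the files beside it for some genes where the names differ. A gene with several probes is given by its brightest over the 14 arrays.

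A probe was tested where it was well above background on at least 1 array of the groups compared, which left 32046 to 32840 probes. The paper's methods remove probes not detected in both groups and do not say on how many arrays of a group, so that this is a reading of them. Pairwise comparisons used limma's lmFit and eBayes (limma 3.58.1 in R 4.3.3). Probes were counted at a Benjamini-Hochberg adjusted p below 0.05, and at the threshold of the methods, an unadjusted 5% level with at least a 2-fold difference, for which the methods name no correction. Whole profiles were compared by the mean Pearson correlation of pairs within groups minus that between groups, with exact permutation of the arrays. The levels of X-linked and autosomal probes were compared by exact permutation of 1 value per array, and gene lists by limma's fry and camera. Where a group was not well above background on any array, the fold is a lower bound, with the dim group set on each array to the higher of its own value and the lowest value among probes well above background. Scripts in Python 3.11.15 read the files and drew the figures with matplotlib 3.10.9.

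The tests, the samples in each fit, the gene lists, the rule for naming genes and most alternatives were set before the data were examined. The lists hold *Magea*, *Xlr* and *Asz1* genes, imprinted genes, and marker genes of epiblast, trophectoderm, primitive endoderm and cumulus cells. Apart from genes the paper names, Xist and Y-linked genes, each comparison gives at most 3 genes with the largest rise and 3 with the largest fall, among probes with an adjusted p below 0.05, at least a 2-fold change, groups that do not overlap, a gene symbol, and a level well above background and not saturated on at least 1 array of each group. Where no probe was called, the 3 with the smallest p are given. Not every probe called in the gene lists is reported here. A gene symbol was taken to mean a name known to the gene table, and this was settled only after names of other kinds had been seen at the top of the lists. The floor of 16, the floors of 1 and 32 tried beside it, the fit with a variance trend, and the test of fusion against injection clones on the principal components were chosen after the data had been seen. The reading of the detection filter, at least 1 array of the groups compared, was also settled only then.

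The tests were tried on simulated data with the means and spreads of the real probes, in 5 runs with 200 changed probes each. For fusion clones against female embryos limma's test recovered 0% of probes changed 2-fold, 29.7% of those changed 4-fold and 48.3% of those changed 8-fold. For injection clones against female embryos the shares were 0.1%, 28.7% and 48.2%, and for male against female embryos 0%, 0% and 28.0%. The adjustment is stricter where fewer probes change, so shares found with 200 changed probes do not carry over to the real clone comparisons. Those called 3085 probes for fusion and 1205 for injection clones against female embryos. Of these, 2606 and 1058 differed at least 2-fold and the rest by less. The simulated calls also held unchanged probes. At 8-fold these made up 9.0% of the calls for fusion clones and 10.1% for injection clones against female embryos, 9.9% for fusion against injection clones and 9.7% for male against female embryos. These shares lie above the 5% that an adjusted p of 0.05 stands for, so each count at an adjusted p may hold more false calls than its threshold says. The share of false calls in the real counts was not measured. At 4-fold the shares were 8.4% for fusion against injection clones, and 7.8% and 11.7% for fusion and injection clones against female embryos. For male against female embryos no changed probe was recovered at 4-fold, and unchanged probes made up 100% of the few calls. At 2-fold the shares were 16.3% for fusion against injection clones, and 100% and 75% of the few calls for fusion and injection clones against female embryos. A first form of this check limited the calls of unchanged probes, at every fold, to 15% of those of changed probes or, where these were few, to 3 calls. It was not met at 2-fold for fusion against injection clones, and the limit was then kept at 8-fold alone, over 5 runs.

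The share of spots well above background was alike in the groups, but the 75th percentile of the raw signal lay 38.0 to 58.4 times above the local background on clone arrays and 23.6 to 32.8 times on IVF arrays. Each group lay on its own slide, and the IVF groups also on different scan days. No batch held 2 groups on the slide level, and no clone shared a scanner with an IVF-derived sample, so no fit with slide or scan as a block was run. Fusion and injection clones shared the scan day and scanner.

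Groups share replicate numbers in the labels. Whether the numbers pair the samples was checked by correlating the deviations of same-numbered arrays from their group means. For male and female embryos the correlations were 0.108, 0.128 and 0.109, all above the limit of 0.1 used here, and the numbers were treated as pairs. That limit was not tested against chance, so a pairing of these arrays is not established. The blocked limma fit then called 0 probes at an adjusted p below 0.05 in place of 19, with 2116 at the threshold of the methods in place of 1854. In the other comparisons at least 1 correlation was below 0.1, and the numbers were not taken as pairs.

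The alternatives were a 75th percentile shift in place of quantile normalization, a normexp background (offset 50) on the raw intensities, the deposited log2 table, other detection filters, all 4 groups in one fit, the replicate number as a block, probes averaged per gene, probes on X and Y left out, each array left out in turn, and other scales and filters for the principal components. Normexp used the raw median of each spot, since the mean is absent from the clone files.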

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

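The tests of the Xist value of 1 fusion clone and the exact test of the spike-in spots were chosen only after the values were seen.

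The Xist level of fusion clone 4 lay far from those of the other fusion clones. It was 11.80 on the log2 scale, where the others lay between 14.22 and 14.45. About 5% of groups of 4 pass the limit used here by chance. Of 24 groups tested in this way 1 passed, where 1.2 would be expected by chance, so chance stays open as an explanation. The tables argue against low array quality as the whole cause. A gap as large below the other fusion clone arrays was seen for 5 of 2553 probes of like level on that array (0.196%). It did have the lowest share of spots well above background of the 14 arrays (57.45%) and the lowest mean correlation within its group (0.9594). Neither value passed the limit used here, but lower quality of that array is not excluded as a part of the gap. Of the 3 other Xist probes, 2 had their lowest fusion clone value on that array, by gaps of 1.33 and 1.61 that 0.515% and 0.786% of probes of like level had. The remaining probe was lowest on fusion clone 1 (6.94), with 7.89 on fusion clone 4 and 9.66 and 9.56 on the others. Thus 2 of the other probes point the same way with smaller gaps, and a fault of the brightest probe is not excluded as a part of its gap of 2.42. A lower level in that sample itself also remains open, and the design holds no second array of the sample.

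The clone and IVF arrays differed in a signal that the paper does not report on, that of the E1A spike-in spots, which are designed to bind an added control RNA. Their median log2 signal was higher on clone than on IVF arrays by 9.81 (9.808), with median intensities of 8640 to 25400 on clone arrays and 17.4 to 19.7 on IVF arrays (two-sided exact permutation test, p = 0.000333, the smallest of 3003 splits). Of the 10 spike-in probes, 8 were brighter on every clone array than on any IVF array. On IVF arrays 8 of the 10 had mean log2 values of 4.08 to 4.31, near the floor, but (+)E1A_r60_a22 had 10.88 and (+)E1A_r60_a20 had 8.51. Whether the IVF samples held less or other control RNA, or some of these spots bind other RNA too, remains open. No biological explanation was tested.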

How the results depend on the processing

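The floors of 1 and 32, the fit with a variance trend and the tests of fusion against injection clones on the components were chosen only after the results were seen.

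Over the counts, correlations, components and lists, 179 values under alternatives set in advance kept their direction and side of the threshold or stayed within the spread, 33 moved, 2 passed a threshold newly and 7 no longer passed. Under the alternatives added later 85 stayed, 10 moved, 2 passed newly, 2 no longer passed and 1 reversed. Of 73 genes and comparisons named or followed, 31 kept direction and call under every setting run. A block for slide or scan day was not run, since each slide holds 1 group and its effect cannot be estimated apart from the group. Except where an alternative tests fewer probes or arrays, the cause of a change was not tested.

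For fusion against injection clones the count at the threshold of the methods, 769, became 463 with normexp, 1279 with the deposited log2 values, 1311 with a floor of 1 and 432 with probes averaged per gene. The count at an adjusted p below 0.05, 0 in limma's test, became 2 with the deposited log2 values, 11 with a floor of 1 and 1 with all 4 groups in one fit. Their separation in correlation passed its exact permutation test with the deposited log2 values (0.0355) and with a floor of 1 (0.00309).

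For fusion clones against female embryos the 3085 adjusted and 5533 methods calls became 1866 and 3381 per gene. For injection clones against female embryos the 1205 adjusted calls became 629 with the deposited log2 values, 599 with a floor of 1, 774 without detection filter, 1932 with a stricter one and 3100 with all 4 groups in one fit, and 4603 methods calls became 2835 per gene. With the replicate number as a block, which is not known to pair clones with embryos, limma's test gave 0 adjusted calls for either clone group against female embryos and 0 for male against female embryos, with 4874, 4326 and 2116 calls at the threshold of the methods. With the deposited log2 values 62.5% of the adjusted calls were higher in fusion clones, against 45.5%, and 64.1% in injection clones, against 41.7%.

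For male against female embryos the 19 adjusted calls became 7 with normexp, 151 with the deposited log2 values, 100 with a floor of 1, 34 without detection filter, 58 with a stricter one, 205 with all 4 groups, 3 with the variance trend and 11 without X and Y probes. The 1854 methods calls became 2833 with the deposited log2 values, 2899 and 1227 with floors of 1 and 32, 2833 with all 4 groups and 1212 per gene.

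The share of variance on the first component, 28.9%, became 23.7% (23.74) with unit variance, 50.5% (50.45) on linear intensities, 32.9% with normexp, 27.8% (27.81) with the deposited log2 values, 24.6% (24.65) and 30.9% with floors of 1 and 32, and 34.0% (34.01) over probes well above background on all 14 arrays. That on the second, 12.3%, became 13.2% (13.15), 13.2% (13.21), 11.4% (11.43) and 13.6% (13.64) with normexp, the deposited log2 values, a floor of 1 and the probes on all 14 arrays. The difference of fusion minus injection clones on the first component, 18.9, was 32.3 (32.32) with the deposited log2 values and then passed its exact permutation test (p = 0.0286). On the second, -32.0, it was -78160 on linear intensities (exact p = 0.343) and -42.3 (-42.27) with a floor of 1 (exact p = 0.0571).

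The X-linked level of fusion clones against female embryos passed its exact test only over probes well above background on at least 1 of 14 arrays (-0.47, exact p = 0.0286). The correlation of both clone effects, 0.888, was 0.489 without shared controls. Cumulus cell genes in fusion clones (median -0.26 by camera too) no longer passed under camera or after a 75th percentile shift (-0.10), and their median was 0 with a floor of 32. In injection clones they no longer passed under camera (-0.66) or the shift (-0.48), nor did trophectoderm genes under camera (-0.0744) or normexp (-0.0793), nor primitive endoderm genes in fusion clones with the block (-0.78).

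With 1 array left out, adjusted calls ran from 0 to 2 for fusion against injection clones, 1349 (without fusion clone 2) to 3156 for fusion clones and 173 (without injection clone 3) to 1366 for injection clones against female embryos, and 1 (without male embryo 2) to 39 for male against female embryos. The first component held 28.1% (28.06) to 30.9% (30.86), the second 11.0% (10.99) to 13.5%. The difference on the second component ran from -38.2 (-38.25) to -27.4 (-27.42), with an exact permutation p of 0.0571 without any 1 injection clone. The correlation of effects ran from 0.866 (0.8656) to 0.912 (0.9124), the median of cumulus cell genes from -0.26 to -0.0525 in fusion and -0.71 to -0.27 in injection clones, and that of trophectoderm genes in injection clones from -0.34 to 0.00 (-0.000442).

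Signal over background, 23.6 to 58.4 at the 75th percentile, leaves dim probes at the floor, where a fold is a lower bound. In simulated data with 4-fold and 8-fold changes, unchanged probes made up 7.8% to 11.7% of the calls wherever changed probes were recovered. For male against female embryos at 4-fold no changed probe was recovered, and 100% of the few calls were of unchanged probes.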

Differences from the paper's values

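The tests of fusion against injection clones on the components were chosen only after the result was seen.

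The array held 41267 probe names with controls, the number of probes in the paper. The shares of variance on the axes of Figure S1, about 25% and about 13% in Figure S1, read by eye, were 28.9% and 12.3% here, each less than 1.5 times apart. Among the alternatives set before the data were examined, the first share differed by more than that on linear intensities alone (50.5%).

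Figure S1 draws the fusion clones level with or above the injection clones on the second component, on the side of the female IVF-derived embryos. Here the fusion clones lay on the opposite side of the injection clones, towards the male embryos, with means of -5.93 for fusion clones, 26.0 for injection clones, -83.8 for male and 57.0 for female embryos. The difference was below 0 under every setting run for the components, those added later included. In Figure S1 the positions of both groups meet on that component, with a fusion clone largely hidden behind an injection clone, and the paper calls the groups not distinguishable. Here fusion clones ended at 13.8 and injection clones began at 20.2 (two-sided exact permutation test, p = 0.0286, the smallest possible, and 0.0763 after Benjamini-Hochberg adjustment over 8 tests).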

Other observations

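The counts of splits at the threshold of the methods and for the gene lists, the tests on the principal components, the tests of random lists for primitive endoderm genes, the tests of the lists between the IVF groups and the test of the control spots on the second component were chosen only after the results were seen.

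In limma's moderated test, 3085 of 32458 probes differed between fusion clones and female IVF-derived embryos at an adjusted p below 0.05, with 1403 higher and 1682 lower in clones, and 5533 at the threshold of the methods. For injection clones the counts were 1205 of 32840 (503 higher, 702 lower) and 4603. Without fusion clone 2 the count was 1349, and without injection clone 3 it was 173. For either clone group, only the real 1 of the 35 splits gave as many at an adjusted p (1 for fusion, 1 for injection) or at the threshold of the methods (1 and 1), so a random grouping of these arrays can be excluded. It cannot be excluded for fusion against injection clones, where 2 of 35 splits gave as many methods calls. With 0 adjusted calls in the real split, all 35 splits give as many by construction, which decides nothing. For male against female embryos 1 of 10 splits gave as many of each (1 and 1), which 3 against 3 cannot bring below a share of 0.1. Among the 4 splits that part the 3 same-numbered pairs, only the real one did.

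The clones lay apart from the IVF-derived embryos also over the probes well above background on all 14 arrays (one-sided exact permutation test, p = 0.000333, the smallest of 3003 groupings), which argues against a difference in detected probes. Array batch and cloning cannot be told apart, since no clone shares a slide, scanner or software version with an IVF-derived embryo, and the spike-in spots, which are designed to bind an added control RNA, also differ between them by 9.808 on the log2 scale. The counts against female embryos and the results for lists and genes against them carry the same limit. A difference between cloned and fertilized embryos stays open.

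The effects of fusion and of injection against female embryos correlated at r = 0.888 across 30550 probes, which are not independent replicates. Both share the female arrays, and in 20 simulations of unchanged probes with shared controls r was 0.559 to 0.580. With resampled residuals it ranged from -0.04 to 0.93, so the size of r by itself separates little. With different controls r was 0.489. Of the calls, 812 were shared, all in the same direction (338 higher, 474 lower). Shared controls favour the same direction, and the 20 simulations of unchanged probes with shared controls gave at most 0 shared calls. With unchanged probes few calls arise in either comparison, so this 0 was nearly fixed in advance. It does not decide whether shared controls have a part in the shared calls. The shared calls also do not tell cloning from an array batch.

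The LOCKs genes, which the paper describes as repressed in clone blastocysts of an earlier study, were lower than in female embryos with a median log2 difference of -6.66 in fusion and -6.43 in injection clones, dim probes at their bound included. Of 13 probes of 11 genes, 12 were lower in each, with *Magea4* the exception. The adjusted p of limma's fry test was 5.37e-05 and 0.000852, and that of camera 9.2e-13 and 7.15e-10. Called probes were 12 in fusion and 9 in injection clones, and adjusted over the list alone 12 and 12. The means per array were 5.04 to 8.23 in the clones and 11.31 to 12.08 in the embryos, with no overlap. The real split alone (1 of 35) gave a median as far from 0 in either clone group (1 and 1). Of 10000 random lists of like size and level 0 had a median as low, the lowest being -1.23, which argues against an array batch shared by probes of like level. That explanation was narrowed from an array batch of any kind only after the results were seen. Other X-linked probes had medians of -0.20 and -0.18. Between the IVF slides the list differed by less, -0.37 (-0.3734), with 8 of 13 probes lower in males. A slide effect of the size seen between the IVF slides is far too small for -6.66 and -6.43, which argues against it as the cause. The IVF slides share a scanner and software version, so they do not bound a batch between clone and IVF arrays. No table shows such a batch on these probes alone. Since no clone shares a slide or scanner with an IVF-derived embryo, such a batch cannot be told apart from cloning. Members of the Magea and Xlr families are near-identical, so that their probes may read one another, and -6.66 and -6.43 do not stand for independent genes.

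The primitive endoderm genes had a median of -1.09 in fusion clones (17 of 21 probes lower, fry adjusted p = 0.0133, camera 0.00916) and -1.51 in injection clones (19 of 21 lower, fry adjusted p = 0.00143, camera 1.86e-06). A median as far from 0 arose in 4 of 35 splits for fusion clones, so a random grouping cannot be excluded there, and in 1 of 35 for injection clones. Of 10000 random lists of like level 0 were as low, which argues against an array batch shared by probes of like level. Between the IVF slides the list differed by -0.32 (-0.3239), with 17 of 22 probes lower in males, and an array batch on these probes alone cannot be told apart from cloning. In injection clones 3 probes were called, of *Foxa2*, *Lamb1* and *Lama1*. Whether the clone groups differ in this was not detectable (fry adjusted p = 0.529).

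Cumulus cell genes had a median of -0.26 in fusion clones (fry adjusted p = 0.0361, 10 of 18 probes lower) and -0.66 in injection clones (0.00928, 11 of 15 lower), with 2 and 1 of 35 splits as far from 0, so a random grouping cannot be excluded for fusion clones. Trophectoderm genes in injection clones had -0.07 (0.0331, 11 of 19 lower), with 18 of 35 splits. None of these passed camera (adjusted p = 0.711, 0.313 and 0.511), while the LOCKs and primitive endoderm genes passed both. Most cumulus probes lie near the floor. Called were *Inhbb* in fusion clones, and adjusted over the list alone *Inhbb* there and *Foxl2*, *Amhr2* and *Inhbb* in injection clones, with *Amhr2* higher. Trophectoderm genes in fusion clones (median -0.01, fry adjusted p = 0.166) had 2 called probes, *Elf5* lower and *Fgfr2* higher. Other *Fgfr2* probes gave 0.84, on the brightest, and -0.41 there and were not called. Trophectoderm genes in injection clones had 0 called and 4 adjusted over the list alone, of *Krt7*, *Elf5* and *Fgfr2*. Epiblast genes had medians of -0.21 (0.915) and -0.20 (0.734), with 1 probe, of *Zfp42*, called higher in injection clones. Imprinted genes had -0.12 (0.943), with a mean of the other sign (0.13), and 0.03 (0.984), with 14 and 4 called, the 4 being of *H13* and *Ube3a* (higher), *Igf2* and *Magel2* (lower), and 18 and 5 adjusted over the list alone. The probes called in the lists were named after their values were seen, and each call holds for its probe alone. Other *H13* probes gave 0.23 and 1.63 in injection clones and were not called.

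Among called genes the largest rises in fusion clones were *Pigt* (7.04, standard error 0.47, adjusted p = 0.00125), *Nr2c2* (6.67, adjusted p = 0.0312) and *Bach1* (6.64, adjusted p = 0.0132). The other probe of *Pigt* gave -0.44 and that of *Nr2c2* 0.13, so these rises hold for 1 probe of each. The largest falls were *Magea1* (-7.93, adjusted p = 0.00136), *Magea3* (-7.85, 0.00156) and *Xlr5a*, named Xlr5d in the files (-7.66, 0.0117). In injection clones the largest rises were *Klra4*, named Klra22 in the files (5.66, 0.029), *Klra7* (5.15, 0.0464) and *Klra16* (4.80, 0.0405), members of a family with near-identical sequences. The other probe of *Klra4* gave 1.87 and that of *Klra7* 0.51. The largest falls were *Foxa2* (-7.19, 8.94e-05), at the floor in injection clones, *Magea1* (-7.06, 0.0433) and *Magea6* (-6.89, 0.0396). With 1 array left out, *Nr2c2* lost its call in 6 of 7 fits, *Klra4* in 5, *Klra7* and *Klra16* in 7, and *Magea1* and *Magea6* of injection clones in 6. *Asz1* was not well above background on any clone array and was at least 116-fold lower in both (adjusted p = 9.05e-05 and 0.00019). *Elf5* differed by -2.96 in fusion clones (adjusted p = 0.016) and by -3.65 in injection clones (0.0664), and a difference between them was not called. *Rhox5*, lower in male than in female embryos (-3.66, adjusted p = 0.0231), lost its call with any 1 array left out.

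X-linked relative to autosomal probes were lower than in female embryos by -0.11 in fusion clones (two-sided exact permutation test, p = 0.457) and -0.15 in injection clones (p = 0.486), within the spread between replicates, with 0.648 for both after Benjamini-Hochberg adjustment over 4 comparisons. Male embryos differed from female ones by -0.31 (exact p = 0.1, the smallest possible). All 8 values of the clone groups under quantile, 75th percentile, normexp and deposited log2 values were below 0, but 0 passed their exact test, so the fall itself is not established and whether array scaling has a part in it is not decided. Over probes well above background on at least 1 of 14 arrays, fusion clones gave -0.47 (exact p = 0.0286, the smallest possible).

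Injection clone 4, at 18.9 on the first component, had the highest share of spots well above background, 65.2% (65.22), which argues against a loss of detected spots. Its median spike-in intensity (8640) and median processed signal (57.43) were the lowest of the clone arrays, so lower array quality is not excluded. Its mean over cumulus cell genes was 4.57 (4.572), the lowest of the injection clones, and *Amhr2*, the brightest of these genes, was at 10.54 there and at 10.49 to 11.20 on the others, which argues against residual cumulus cell RNA. The position of this array on the first component did not pass the limit used for the Xist value of fusion clone 4, so chance stays open. A difference in the embryos themselves may also remain and was not tested. Fusion and injection clones also lay on different slides. Over 92 positive control spots their arrays separated by 0.000268 (one-sided exact permutation test, p = 0.286), but control spots do not exclude a slide effect on gene probes, so slide and method cannot be told apart on the second component.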
